# Redundant and non-redundant cytokine-activated enhancers control *Csn1s2b* expression in the lactating mouse mammary gland

**DOI:** 10.1038/s41467-021-22500-w

**Published:** 2021-04-14

**Authors:** Hye Kyung Lee, Michaela Willi, Tyler Kuhns, Chengyu Liu, Lothar Hennighausen

**Keywords:** Computational biology and bioinformatics, Genetics, Chromatin, Transcriptional regulatory elements

## Abstract

Enhancers are transcription factor platforms that synergize with promoters to control gene expression. Here, we investigate enhancers that activate gene expression several hundred-fold exclusively in the lactating mouse mammary gland. Using ChIP-seq for activating histone marks and transcription factors, we identify two candidate enhancers and one super-enhancer in the *Csn1s2b* locus. Through experimental mouse genetics, we dissect the lactation-specific distal enhancer bound by the mammary-enriched transcription factors STAT5 and NFIB and the glucocorticoid receptor. While deletions of canonical binding motifs for NFIB and STAT5, individually or combined, have a limited biological impact, a non-canonical STAT5 site is essential for enhancer activity during lactation. In contrast, the intronic enhancer contributes to gene expression only in late pregnancy and early lactation, possibly by interacting with the distal enhancer. A downstream super-enhancer, which physically interacts with the distal enhancer, is required for the functional establishment of the *Csn1s2b* promoter and gene activation. Lastly, NFIB binding in the promoter region fine-tunes *Csn1s2b* expression. Our study provides comprehensive insight into the anatomy and biology of regulatory elements that employ the JAK/STAT signaling pathway and preferentially activate gene expression during lactation.

## Abstract (web summary)

Enhancers and promoters work together to actively regulate gene expression affecting several biological processes. Here, the authors provide molecular insights into the regulation of enhancers and super-enhancers in the *Csn1s2b* locus during lactation.

## Introduction

Enhancers are transcription component platforms that control the location, timing and intensity of gene expression^1,2^. While current approaches, such as the ChIP-seq and physical contact studies, are useful in identifying candidate enhancers, their biological predictions are limited and validation through genetic experiments is needed. Enhancers are occupied by multiple transcription factors (TFs) that might bind directly to DNA through their respective recognition motifs or indirectly through tethering. Since experimental genetic studies generally ablate the entire enhancer, the structural and functional contribution of individual TFs remains to be understood.

Several hundred genes are uniquely expressed in mammary tissue and activated by pregnancy and lactation hormones through the tyrosine kinase JAK2 and the transcription factors Signal Transducer and Activator of Transcription (STAT) 5A and 5B (referred to as STAT5)^3–5^. STAT5 is activated by prolactin and it controls mammary alveolar development during pregnancy and the activation of genetic programs resulting in lactation^3,4^. While most STAT5 target genes are highly induced during pregnancy and to a lesser extent during lactation^6^, the activation of the *Csn1s2b* gene^7^ occurs preferentially during lactation^8^, possibly through enhancers that are specifically established after parturition^8^. ChIP-seq profiles for STAT5 and H3K27ac and other mammary-enriched TFs suggested the presence of highly complex mammary enhancers^8^. Although most of these enhancers appear to depend on STAT5 as the anchor for the establishment of larger protein complexes, the stage-specific generation of enhancers remains to be understood. It is not known why seemingly structurally identical enhancers can be activated by pregnancy hormones either during pregnancy or lactation.

Caseins, the major components of milk, are cardinal proteins that are unique to mammals. They are evolved from secretory calcium-binding phosphoproteins (SCPP) with the odontogenic ameloblast–associated (*ODAM*) gene being possibly a founding member. While a CSN3-like protein is already found in early amniotes and appears to be the first member of the family of five caseins, CSN1s2b is a more recent addition that evolved through gene duplication^9^. The mouse casein locus spans ~400 kbp and consists of five casein genes (*Csn1s1*, *Csn2*, *Csn1s2a*, *Csn1s2b* and *Csn3*) and at least three SCPP genes (*Prr27*, *Odam* and *Fdcsp*) that are expressed in salivary glands and possibly other secretory tissues. The casein locus remains a fertile ground for exploring tissue-restricted and hormone-controlled gene regulation. Foremost, while the casein genes are expressed exclusively in mammary tissue and are induced by pregnancy and lactation hormones, the interspersed genes are expressed preferentially in salivary gland tissue. Among the five casein genes, expression of *Csn1s2b* is uniquely different from the other four in that its activation predominantly occurs during lactation and not during pregnancy. The evolution of the five caseins through gene duplication begs the question to what extent regulatory elements were duplicated, developed de novo or even shared between genes. It seems plausible that regulatory elements controlling the ancient SCCP genes were repurposed and acquired features that permitted their activity in secreting mammary gland cells. It also remains to be determined whether regulatory elements controlling the ancestral *Csn3* gene were acquired by the younger *Csn1s2b* gene, which is separated from *Csn3* by three SCCP genes.

Here, we used ChIP-seq for activating histone marks and transcription factors to identify candidate enhancers in mammary tissue during pregnancy and lactation. We identified two candidate enhancers and one super-enhancer in the extended *Csn1s2b* locus and investigated a potential synergy between the prolactin-induced TF STAT5 and the mammary-enriched Nuclear Factor I B (NFIB) in the establishment of lactation-specific regulatory elements. For this, we employed experimental mouse genetics and functionally dissected the two enhancers, the super-enhancer and the *Csn1s2b* promoter. This permitted us to define the contributions of individual enhancers and the significance of STAT5 and NFIB in the activating the *Csn1s2b* gene during pregnancy and lactation.

## Results

### A *Csn1s2b* distal enhancer is activated in mammary tissue during lactation

The five casein genes, positioned within a ~400 kbp locus, are expressed exclusively in mammary tissue under the control of pregnancy and lactation hormones (Supplementary Table 1). 

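Casein mRNA levels in pregnancy were taken from total RNA-seq libraries of WT mammary tissue, 3 at p6 and 3 at p18. Supplementary Table 1 covers p6, L1 and L10, and the sources used here do not say whether its p6 values come from these libraries. p6 and p18 are days of pregnancy, before the alveoli are filled with secretory cells and shortly before birth. Ribosomal RNA was removed from total RNA before stranded paired-end libraries were made. The authors trimmed the reads with Trimmomatic (version 0.36), aligned them to the mouse genome build mm10 with STAR (version 2.5.4a) and counted reads per gene with HTSeq (version 0.9.1). The deposited values are whole-number read counts per gene, not normalized. Reads assigned to genes came to between 14779712 and 17163640 per library at p6 (median 16549966, n = 3) and to between 17435734 and 20525175 at p18 (median 19133132, n = 3). A large part of them fell on the ribosomal RNA precursor Rn45s, 29.2 to 40.4% at p6 and 29.7 to 33.4% at p18, which lowers the number of reads left for other genes. Counts were scaled by the trimmed mean of M values (TMM), and levels are given as normalized CPM, counts scaled to library size. Genes were tested with edgeR's quasi-likelihood test in one model of 4 groups, which also held the ΔSE libraries of both stages. All groups thus shared one estimate of the spread. Replicates tended to differ more at p6 than at p18. A chi-square per gene between replicate counts was 43.6 to 120 for WT at p6 and 16.2 to 38.4 at p18. For ΔSE it was 23.0 to 106 and 8.33 to 38.1. The shared spread can therefore be too wide for p18 and too narrow for p6. The filter was the paper's, at least 10 reads in total over the libraries, which left 17844 genes. Adjusted p-values are Benjamini-Hochberg values over these genes, and 0.05 was the threshold. A gene with no reads in a library of this model could have had up to 3 counts, 0.138 to 0.276 normalized CPM depending on the library, and this limit covers counting error only. Tissue from lactation (L1 and L10) was not analysed here.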

Interspersed in this locus are three genes that are preferentially expressed in salivary glands. 

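All 5 casein genes, which encode the main proteins of milk, had higher mRNA levels in WT mammary tissue at p18 than at p6. Csn1s2a had the largest log2 fold change, 5.63 (standard error 0.90, adjusted p = 0.000262 from edgeR's quasi-likelihood test). Csn2 followed with 4.91 (standard error 0.92, adjusted p = 0.000857), Csn3 with 4.54 (standard error 0.93, adjusted p = 0.00169) and Csn1s1 with 4.43 (standard error 0.95, adjusted p = 0.00232). Csn1s2b had a log2 fold change of 4.91 (standard error 1.14, adjusted p = 0.00401) from a far lower start. For each of the 5 genes every library at p18 was above every library at p6 (n = 3 each), a separation that chance gives in 10% of such splits of 3 against 3 libraries.

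Genes of other milk components moved with the caseins. All 19 measured genes of milk proteins encoded outside the casein locus rose (19 also when adjusted over the list alone). Among them were Wap, the whey acidic protein, with a log2 fold change of 10.07 (standard error 1.07, adjusted p = 8.2e-06), Glycam1 with 9.42 (standard error 0.65, adjusted p = 3.2e-07) and Lpo, lactoperoxidase, with 5.92 (standard error 0.42, adjusted p = 4.4e-07). Of 18 genes of lactose synthesis and transport, 13 rose and 1 fell (14 and 1 when adjusted over the list alone), among them B4galt1, a subunit of lactose synthase. Of 25 genes of milk lipid synthesis, 10 rose and 3 fell (12 and 4 when adjusted over the list alone), with Fabp3 and Olah at log2 fold changes of 7.52 and 7.00. Genes of hormone-sensing luminal cells went the other way, and 10 of 11 fell (10 when adjusted over the list alone), led by Areg at -6.74 and Tnfsf11, the gene of RANKL, at -4.75. The camera test called the milk protein, lactose and hormone-sensing lists with a preset correlation, but with an estimated correlation the adjusted p was 0.0739 for each of these 3 lists. The milk lipid list was also called with the preset correlation, and had an adjusted p = 0.826 with an estimated correlation. Markers of other cell types moved as well. Of 16 adipocyte genes 6 fell (8 when adjusted over the list alone), and of 8 genes of nerve and Schwann cells 6 fell (6 when adjusted over the list alone). Of 12 myoepithelial genes 6 rose and 1 fell (6 and 2 when adjusted over the list alone), and of 13 genes of luminal epithelium 4 rose and 1 fell (8 and 2 when adjusted over the list alone). Of these 4 lists camera called the adipocyte and myoepithelial lists with the preset correlation, with an adjusted p = 0.826 and 0.839 when the correlation was estimated. In all, 3068 genes were higher and 2211 were lower at p18. When libraries were scaled by their totals alone, the median log2 fold change of all genes moved to -0.42, and 763 genes were higher and 3663 lower.

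One WT library at p6, replicate 2, held 29.1 to 44.7 normalized CPM of Csn1s1, Csn2, Csn1s2a and Csn3, where replicates 1 and 3 held 315 to 1624. With 1 factor of unwanted variation as a covariate, a step like the paper's use of RUVSeq, 8 genes passed and none of the 5 casein genes did, with adjusted p-values of 0.533 to 0.922 from the same edgeR test. Their log2 fold changes were then 3.83 for Csn1s2b, 3.15 for Csn1s2a, 1.84 for Csn3, 1.76 for Csn2 and 0.62 for Csn1s1.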

While four out of the five casein genes are highly induced during pregnancy, *Csn1s2b* is activated preferentially, and up to several-hundred-fold, during lactation, suggesting the presence of distinct regulatory elements. The adjacent *Csn1s2a* and *Csn1s2b* genes, which arose by gene-duplication prior to the split of eutherian mammals^10,11^, are subject to a different regulation. 

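Csn1s2a and Csn1s2b lie next to each other on chromosome 5 of the mouse genome (GRCm38, the same assembly as mm10), Csn1s2a from 87774450 to 87788798 and Csn1s2b from 87808121 to 87824421. In WT mammary tissue at p18, Csn1s2a mRNA stood at 30582 ± 3381 (SD, n = 3) normalized CPM and Csn1s2b mRNA at 107 ± 94.5 (SD, n = 3). The 3 libraries held 155, 498 and 642 Csn1s2a reads for each Csn1s2b read. Csn1s2b varied between libraries, with 215 normalized CPM in replicate 1 and 63.2 and 41.8 in replicates 2 and 3, whereas Csn1s2a ranged from 26850 to 33440. At p6, Csn1s2a mRNA was at 616 ± 508 (SD, n = 3) normalized CPM and Csn1s2b mRNA at 3.56 ± 1.73 (SD, n = 3). Both genes were therefore detected before lactation. Whether the rise between p6 and p18 differs between the 2 genes was not tested. The genes arose by duplication, and reads that match both would be left out or split in ways that the counts do not show.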

While *Csn1s2b* expression increased more than 250-fold between day 1 of lactation (L1) and day 10 (L10), *Csn1s2a* expression increased approximately 6-fold (Fig. 1a) suggesting the presence of regulatory elements that uniquely respond to lactation stimuli, with prolactin the most prominent hormone. To identify such putative regulatory elements, we dug deeper and used ChIP-seq profiling for transcription factor binding and the presence of activating histone marks (Fig. 1b–d and Supplementary Fig. 1a–c). Binding of STAT5A/B (referred to as STAT5), transcription factors activated by prolactin, was detected at three sites upstream of the *Csn1s2a* gene and at two sites at the *Csn1s2b* gene (Fig. 1b). Each of the five sites bound by STAT5 coincided with at least one GAS motif (the sequence recognized by STAT family members) supporting a direct protein-DNA interaction. The most proximal STAT5 binding sites at the two genes are close to the TSS, suggesting that they could be part of a combined promoter-enhancer unit. While maximum STAT5 binding at the *Csn1s2a* sites was already observed at day 18 of pregnancy (p18) and remained high throughout lactation, STAT5 binding at the candidate *Csn1s2b* enhancer was marginally detectable at p18 and was fully established between L1 and L10 (Fig. 1b and Supplementary Fig. 1a–c). Pol II loading and H3K4me3 coverage at the two loci also reflects the differential expression of the two genes (Fig. 1b–d).

**Fig. 1:**
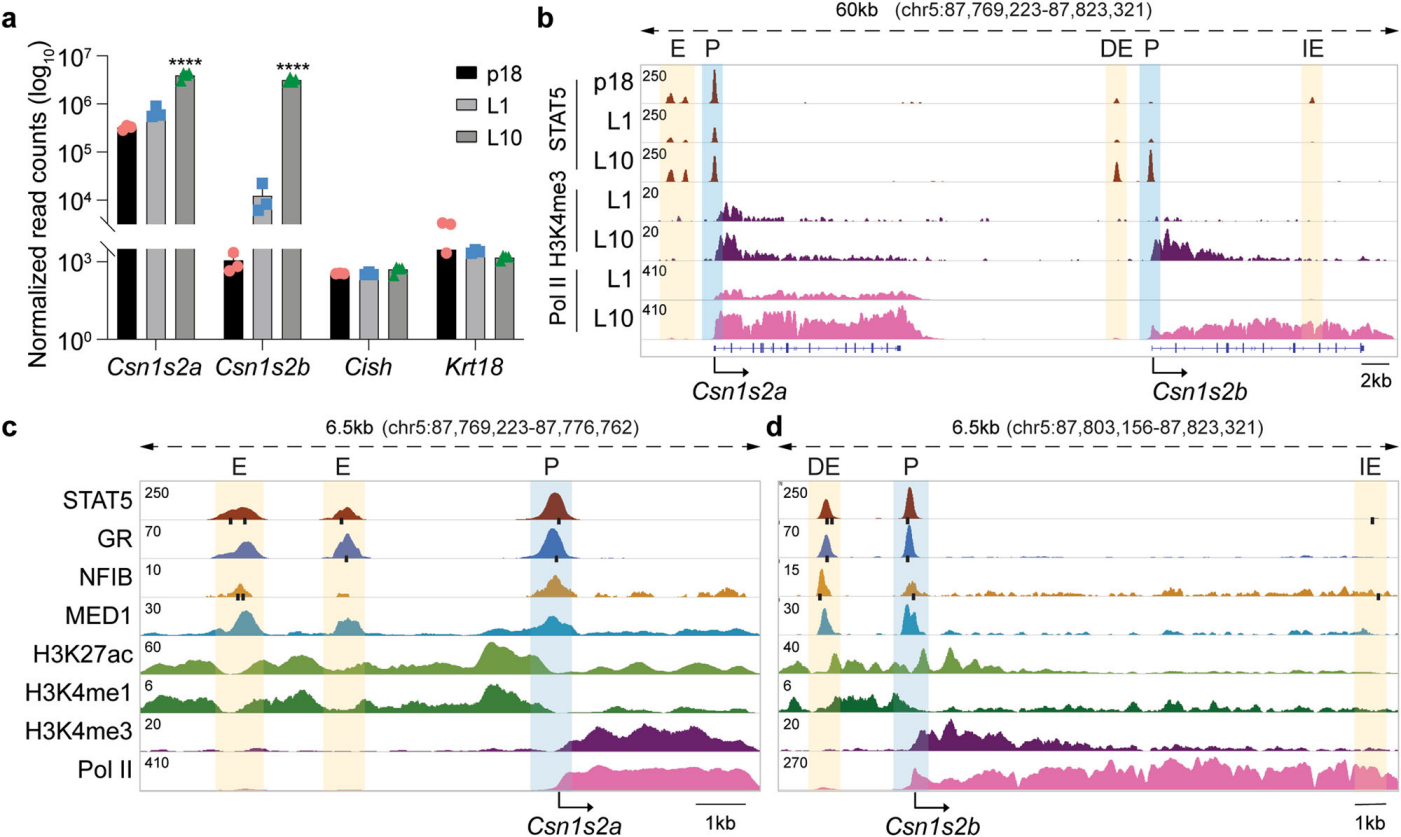
Chromatin structures and activity of the *Csn1s2a/b* locus. **a** mRNA levels were measured by RNA-seq at day 18 of pregnancy (p18), day one of lactation (L1) and L10. Results are shown as the means ± s.e.m. of independent biological replicates (p18 and L1, *n* = 3; L10, *n* = 4). Two-way ANOVA followed by Tukey’s multiple comparisons test was used to evaluate the statistical significance of differences. The *Cish* and *Krt18* genes served as controls. **b** ChIP-seq data for STAT5a binding, H3K4me3 marks and Pol II loading at the *Csn1s2a*-*Csn1s2b* locus during pregnancy (p18) and lactation (L1 and L10). The orange shades indicate candidate enhancers and the blue shades are promoter regions. The *Cish* locus served as control (Supplementary Fig. 1). DE, *Csn1s2b* distal enhancer; IE, intronic enhancer; P, promoter. **c**–**d** TF binding and activating histone marks at the *Csn1s2a* (**c**) and *Csn1s2b* (**d**) genes at L10. The black bars indicate DNA binding motifs for STAT5 (TTCnnnGAA), GR (RGXACAnnnTGTXCY) and NFIB (TGGCA/TGCCA). The orange and blue shades indicate putative enhancers and promoters, respectively.

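The control gene Cish, a STAT5 target that encodes a cytokine-inducible SH2 protein, stood at 32.4 ± 0.96 (SD, n = 3) normalized CPM in WT mammary tissue at p18. The epithelial keratin gene Krt18 stood at 274 ± 59.0 (SD, n = 3). Between p6 and p18, Cish had a log2 fold change of 0.55 (standard error 0.26, adjusted p = 0.118 from edgeR's quasi-likelihood test), which did not pass the threshold. Krt18 was higher at p18, with a log2 fold change of 0.71 (standard error 0.21, adjusted p = 0.0177), and every p18 library was above every p6 library. This call was lost in 3 of 6 fits without 1 library (adjusted p = 0.0675 to 0.082), those without replicate 3 at p6 and without replicate 2 or 3 at p18, with only the WT groups in the fit, and with libraries scaled by their totals. Cish passed without replicate 1 at p6, with a log2 fold change of 0.95. Of the genes of the STAT5 pathway and of enhancer-binding factors, 4 of 20 rose and 5 fell (5 and 5 when adjusted over the list alone). Those that rose included Elf5, an epithelial transcription factor that acts with STAT5, at 2.62 (standard error 0.39, adjusted p = 0.000136), Nr3c1, the glucocorticoid receptor, at 0.93 (standard error 0.13, adjusted p = 9.0e-05) and Stat5a at 0.76 (standard error 0.20, adjusted p = 0.00800). Nfib, the gene of NFIB, had a log2 fold change of -0.17 (standard error 0.16, adjusted p = 0.443). With 1 factor of unwanted variation as a covariate, which can carry the stage difference itself, Krt18 was not called and Stat5a was at -0.39. The values at L1 and L10 of Fig. 1a were not analysed here.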

A candidate distal enhancer (DE) bound by STAT5 and other TFs, including the glucocorticoid receptor (GR), NFIB and MED1, was identified 2.3 kb 5’ of the *Csn1s2b* TSS (Fig. 1d). STAT5 and NFIB binding coincided with their respective recognition motifs (TTCnnnGAA for STAT5 and TGGCA/TGCCA for NFIB), suggesting direct protein-DNA interactions. One GR half site motif (TGTYCY/RGRACA)^12–14^ was identified within the DE and overlapped with the GAS motif in STAT5 binding site S1 (Supplementary Table 3). Putative GR motifs were located within the promoter binding site and also in two out of the three sites at the neighboring *Csn1s2a* gene (Fig. 1c). While unbiased motif searches for the mammary-enriched TFs STAT5 and NFIB have been conducted in mammary tissue from lactating mouse, no such information was available for the GR. We therefore performed a de novo motif search using GR ChIP-seq data from L10 mammary tissue (Supplementary Fig. 2). Out of the approximately 26,000 sites bound by the GR, 22,675 coincided with H3K27ac marks, indicative of candidate regulatory elements. Motifs for transcription factors (ETS factors, STAT5 and Nuclear Factor I family) known to control mammary development and function were significantly enriched at the 22,617 sites bound by GR and marked by H3K27ac (±500 bp). GR ChIP-seq peaks were enriched for the GR half-site motif (TGTYCY/RGRACA)^14^ (Supplementary Fig. 2).

STAT5 and NFIB binding at the *Csn1s2b* DE do not overlap (Figs. 1d and 2a), suggesting the possibility of their distinct contributions in establishing a functional enhancer. Conversely, STAT5 and NFIB binding coincides at the *Csn1s2a* candidate regulatory regions (Fig. 1c). The presence of H3K4me1 marks in the candidate *Csn1s2b* DE supports its status as enhancer. STAT5 binding at a GAS motif within intron 9 of the *Csn1s2b* gene was detected during pregnancy but it sharply declined during lactation (Fig. 1b and Supplementary Fig. 1b) suggesting that it might activate the locus during pregnancy.

**Fig. 2:**
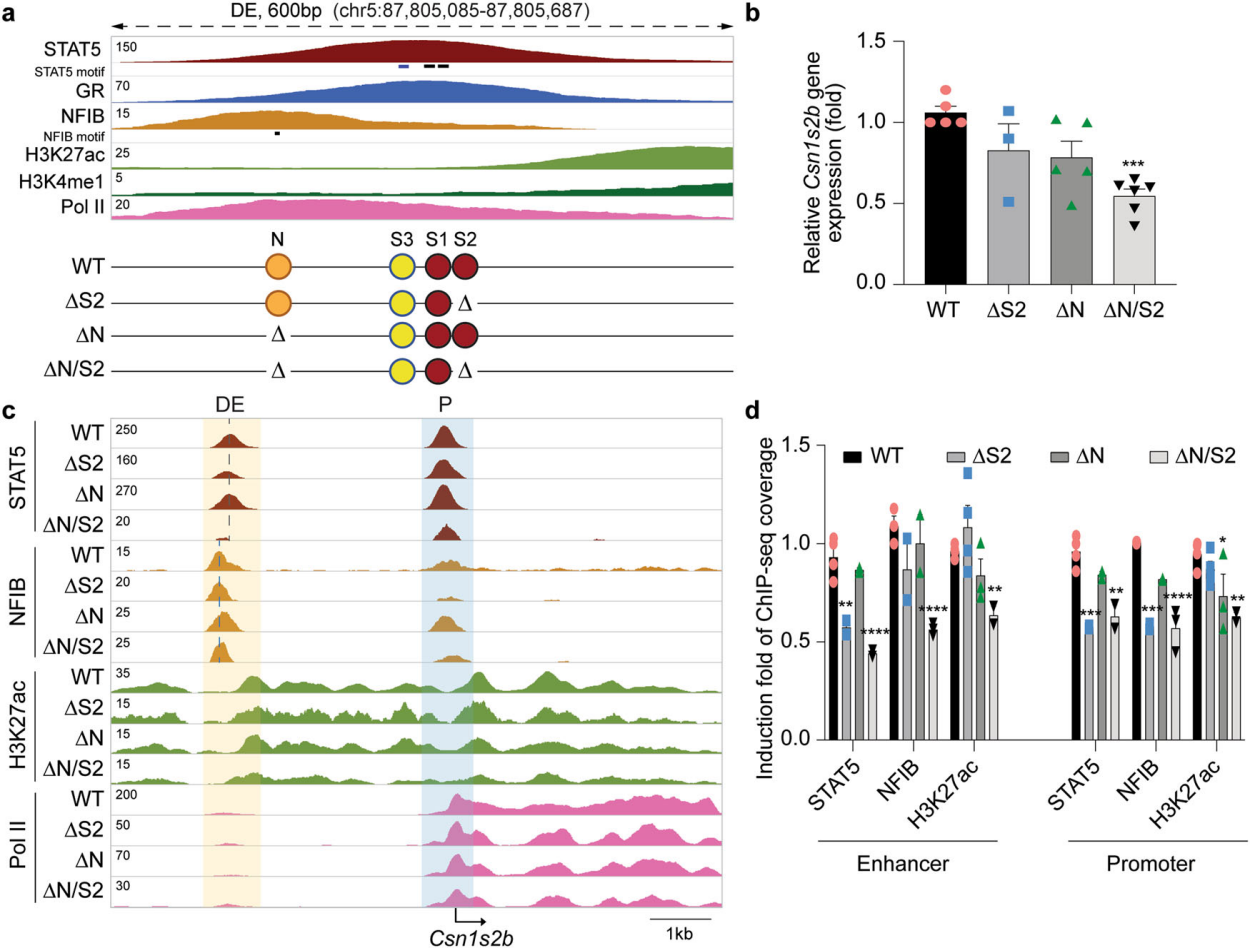
Redundant and non-redundant functions of STAT5 and NFIB sites in the *Csn1s2b* distal enhancer. **a** Genomic feature of the *Csn1s2b* distal enhancer (DE) and diagram of the deletions introduced in the mouse genome using CRISPR/Cas9 genome editing. TF binding sites were mutated individually (ΔS2 and ΔN) or in combination (ΔN/S2). While S1 and S2 display canonical GAS motifs (burgundy circles), S3 (yellow circle) is a non-canonical sequence with a 4bb spacer. N (orange circle) is a NFIB binding site. **b** *Csn1s2b* mRNA levels in day 10 lactating (L10) mammary tissues from WT and mutant mice were measured by qRT–PCR and normalized to *Gapdh* levels. Results are shown as the means ± s.e.m. of independent biological replicates (WT and ΔN, *n* = 5; ΔS2 and ΔN/S2, *n* = 6). One-way ANOVA followed by Dunnett’s multiple comparisons test was used to evaluate the statistical significance of differences between WT and each mutant mouse line. *p*-value = 0.21, 0.63 and 0.0006, respectively. **c** The *Csn1s2b* locus was profiled using ChIP-seq data of WT and mutant tissue. **d** STAT5, NFIB and H3K27ac coverage was calculated after variation between data set was normalized with *Cish* promoter coverage. Results are shown as the means ± s.e.m. of independent biological replicates (STAT5, H3K27ac of WT and H3K27 of ΔS2, *n* = 4; NFIB of WT, H3K27ac of ΔN and NFIB of ΔN/S2, *n* = 3; STAT5, NFIB of ΔS2 and ΔN, STAT5 and H3K27ac of ΔN/S2, *n* = 2).

### Identification of TF building blocks required for the establishment and function of the distal enhancer

Next, we explored the biological significance of the *Csn1s2b* DE and its individual building blocks through the introduction of mutations into the mouse genome (Supplementary Tables 2 and 3). We addressed the potential function of the two canonical GAS motifs (TTCnnnGAA) recognized by STAT5 (sites S1 and S2) and the NFIB motif (TGGCA) (N), all of which align with the respective ChIP-seq peaks (Fig. 2a). A non-canonical GAS motif (S3) with a 4 bp spacer (TTCnnnnGAA) was detected between the NFIB site and the STAT5 site S1. Such non-canonical GAS motifs are known to be recognized by STAT6. We generated mice carrying individual or combinatorial mutations disrupting the GAS and NFIB motifs (Fig. 2a). Although the deletion of a single T from the S2 GAS motif (∆S2) (Supplementary Table 3) led to an insignificant reduction of *Csn1s2b* expression (Fig. 2b), it nevertheless resulted in an ~40% loss of STAT5 binding (Fig. 2c, d), suggesting a compensatory role of STAT5 binding to site S1. The *Wap* and *Cish* genes were used as ChIP-seq controls (Supplementary Fig. 3a). Disruption of the NFIB motif (∆N) was accomplished with a 15 bp deletion that removed the ‘A’ from the canonical TGGCA motif (Supplementary Table 3). *Csn1s2b* expression was overtly unaffected, as was NFIB and STAT5 binding at the DE (Fig. 2b, c). Although the mutated site (TGGCT) does not match known NFIB binding sites, we cannot rule out the possibility that this site, in conjunction with intact STAT5 sites facilitates NFIB binding. To further address this issue, we introduced a 14 bp deletion spanning the entire NFIB site into the ∆S2 background (∆N/S2). *Csn1s2b* expression was reduced by ~45% (Fig. 2b) and coincided with greatly reduced STAT5 binding and diminished H3K27ac marks (Fig. 2c, d). The STAT5 and NFIB coverage in the *Csn12b* enhancer of mutants (∆S2, ∆N and ∆N/S2) was confirmed by the raw read mapping (Supplementary Fig. 3b), demonstrating that STAT5 and NFIB are still bound to the mutant enhancer. GR binding was reduced in the ∆S2 mutant (Supplementary Figure 4) suggesting either cooperativity between these sites or tethering of GR to STAT5.

### Importance of the non-canonical GAS motif in *Csn1s2b* gene expression

To address the possibility of additional TF binding sites in the DE, we dug deeper and analyzed the remaining sequences under the ChIP-seq peaks. First, we introduced a deletion spanning the NFIB site and the non-canonical GAS motif S3 (∆N/S3) (Fig. 3a and Supplementary Table 3). *Csn1s2b* mRNA levels declined by 86%, which paralleled a more than 70% reduction of STAT5 occupancy and H3K27ac marks at the DE and promoter (Fig. 3b–d). *Cish* and *Wap* were used as ChIP-seq controls (Supplementary Fig. 5). To determine whether sites S1 and S2 foster the residual enhancer activity, we introduced a deletion spanning S1 and S3 (Fig. 3a and Supplementary Table 3). In addition, as a result of imperfect CRISPR/Cas9 genome editing^15^, the NFIB site was disrupted. *Csn1s2b* mRNA levels in this mutant (∆N/S1/3) were reduced by ~89% (Fig. 3b) and the remaining GAS motif S2 is sufficient for residual STAT5 binding (Fig. 3c, d). Lastly, we generated mice carrying a deletion spanning site S3 and the point mutation in S2 (∆S2/3) (Fig. 3a). *Csn1s2b* expression levels were reduced by more than 95% (Fig. 3b) coinciding with a complete absence of STAT5 and NFIB binding, despite an intact NFIB DNA binding motif (Fig. 3c, d). Similarly, no GR binding was detected despite the presence of an intact GR half-site (Supplementary Fig. 4). The reduction of H3K27ac marks coincided with reduced gene expression (Fig. 3c, d and Supplementary Fig. 5). The combined absence of sites S2 and S3 resulted in a complete absence of TF binding at the distal enhancer and also in a sharp reduction at the promoter proximal site (Fig. 3c, d), in agreement with the almost complete loss of *Csn1s2b* expression. The STAT5 and NFIB coverage and H3K27ac marks at the *Csn1s2b* locus in wt and mutant tissues are shown in Supplementary Fig. 6. These results provide evidence that the non-canonical STAT5 binding motif, and possibly the surrounding sequences, is a key element in the DE and synergizes with the canonical site S2. The integration of the results from all of the mutants strongly suggests that STAT5 preferentially binds at the non-canonical site S3. Ultimate proof for this conclusion would require the specific deletion of S3, which we did not accomplish in this study.

**Fig. 3:**
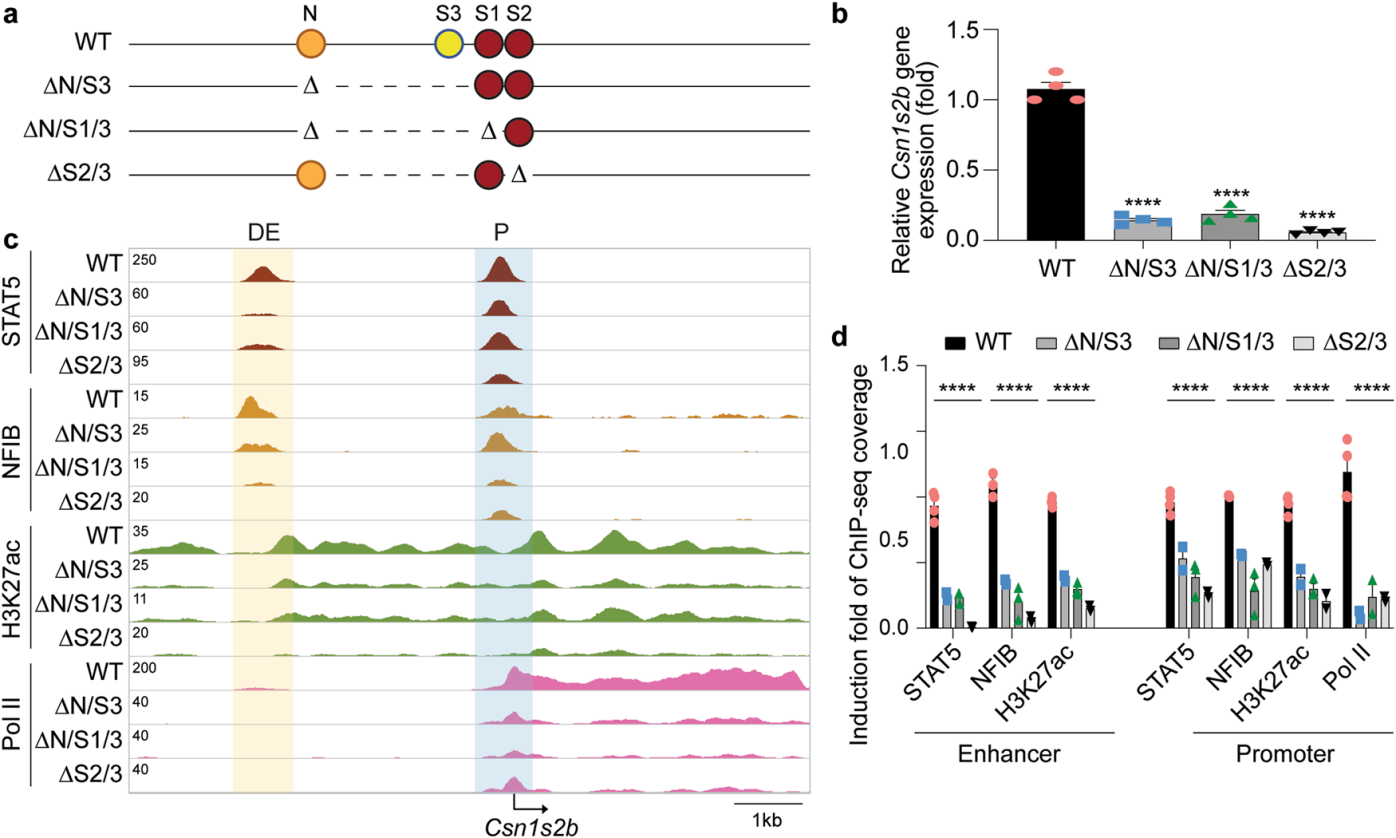
Requirement of the non-canonical STAT5 site in the *Csn1s2b* distal enhancer. **a** Diagram of the enhancer deletions introduced using CRISPR/Cas9 genome editing. The non-canonical STAT5 motif was deleted in combination with other enhancer motifs (ΔN/S3, ΔN/S1/3 and ΔS2/3). The canonical GAS motifs S1 and S2 are shown as burgundy circles, and the non-canonical GAS motif S3 is shown in yellow. NFIB binding site is shown in orange. **b** *Csn1s2b* mRNA levels were measured by qRT-PCR in day 10 lactating (L10) mammary tissue of WT and mutant mice and normalized to *Gapdh* levels. Results are shown as the means ± s.e.m. of independent biological replicates (WT, *n* = 5; ΔN/S3, ΔN/S1/3 and ΔS2/3, *n* = 4). One-way ANOVA followed by Dunnett’s multiple comparisons test was used to evaluate the statistical significance of differences between WT and each mutant mouse. *p*-value = 0.0001, 0.0001 and 0.0001, respectively. **c** The consequences of enhancer deletions were confirmed by STAT5A, NFIB, H3K27ac and Pol II ChIP-seq analysis in WT and mutant tissues at L10. The *Cish* locus served as control (Supplementary Fig. 3). **d** STAT5, NFIB, H3K27ac and Pol II coverage was calculated after variation between data set was normalized by *Cish* promoter coverage. Results are shown as the means ± s.e.m. of independent biological replicates (*n* = 2 to 4).

### Temporal activity of the *Csn1s2b* intronic enhancer

Our ChIP-seq data had revealed a putative enhancer in intron 9 of the *Csn1s2b* gene (Fig. 1b and Supplementary Fig. 1a-b). Like other mammary candidate enhancers, it was bound by STAT5, NFIB, GR, MED1 and Pol II and coincided with activating histone marks H3K27ac and H3K4me1 (Fig. 1d). STAT5 binding was prominent during pregnancy and declined during lactation (Fig. 4a), suggesting the possibility of a priming function in the activation of the *Csn1s2b* locus. To test this hypothesis, we generated mice with two distinct deletions targeting the GAS and NFIB motifs. The GAS motif was disrupted through the introduction of either a 3 bp or 14 bp deletion (ΔIE-S) and a 36 bp deletion covered the GAS and NFIB motifs (ΔIE) (Fig. 4a and Supplementary Table 3). As expected, the combined deletion of the STAT5 and NFIB binding sites (ΔIE) abrogated STAT5 binding, H3K27ac and Pol II coverage at L1 (Fig. 4b). Residual NFIB binding suggests that this TFs might bind indirectly to chromatin and not through its core DNA motif. STAT5 binding was also diminished at the DE and promoter region, indicating a functional role of the intronic enhancer. The *Cish* gene was used as a ChIP-seq control (Fig. 4b). Deletion of the GAS site by itself (ΔIE-S) or in combination with the NFIB motif (ΔIE) resulted in a reduction of *Csn1s2b* mRNA levels at L1 by ~50% and 80%, respectively (Fig. 4c). In contrast, at L10, *Csn1s2b* mRNA levels were not significantly reduced, in agreement with the absence of enhancer structures in wt mammary gland tissue. In accordance with the expression data, the ΔIE mutation impacted STAT5 binding and H3K27ac at the promoter at L1, but not so at L10 (Fig. 4d).

**Fig. 4:**
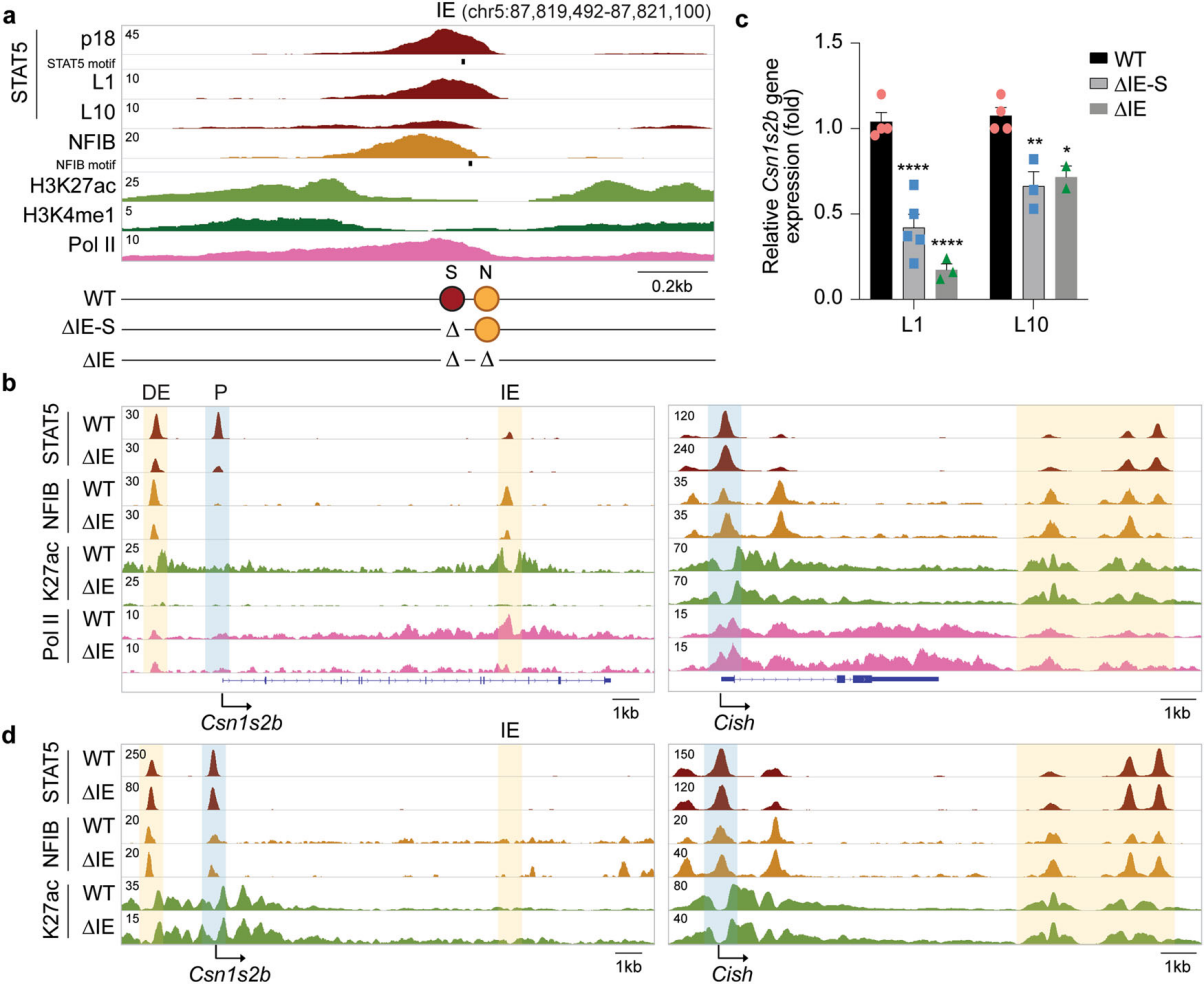
The intronic enhancer controls *Csn1s2b* expression in early lactation. **a** Genomic feature of the *Csn1s2b* locus in mammary tissue at day one of lactation (L1) and diagram of mutant mice. ΔIE-S, deletion of the GAS motif; ΔIE, deletion of the entire intronic enhancer. **b** and **d** TF binding, H3K27ac marks and Pol II loading at the *Csn1s2b* locus in WT and mutant tissue at L1 (b) and L10 (d). The *Cish* locus served as a ChIP-seq control. **c** *Csn1s2b* mRNA levels were measured by qRT-PCR in L1 and L10 mammary tissue from WT and ΔIE mutant mice and normalized to *Gapdh* levels. Results are shown as the means ± s.e.m. of independent biological replicates (WT of L1 and L10, *n* = 4; L1 of ΔIE-S, *n* = 5; L10 of ΔIE-S, and L1 and L10 of ΔIE, *n* = 3). Two-way ANOVA followed by Tukey’s multiple comparisons test was used to evaluate the statistical significance of differences. *p*-value = 0.0001, 0.0001, 0.0076 and 0.0478, respectively.

### A 3′ super-enhancer activates *Csn1s2b* expression

Our genetic analyses demonstrated that the distal enhancer is a key driver of *Csn1s2b* expression throughout lactation and the intronic enhancer is most prominent at the intersection of pregnancy and early lactation. While there are no additional overt enhancer marks between the body of the *Csn1s2b* gene and the neighboring *Csn1s2a* and *Prr27* genes, we explored the possibility of further enhancers and monitored activating chromatin marks in the extended *casein* locus at L1 (Fig. 5a). A 10 kb sequence highly enriched with H3K27ac and H3K4me1 marks was identified 3’ of the *Prr27* gene, 65 kb 3’ of the *Csn1s2b* gene (Fig. 5a). ChIP-seq identified STAT5, NFIB, GR and MED1 binding to several sites in this region and the Rose algorithm called it a super-enhancer (SE). Expression of the *Prr27* gene, which is located between the *Csn1s2b* gene and the SE, is barely detectable in mammary tissue, suggesting that it is not a genuine target of this candidate SE. 

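Prr27 lies on chromosome 5 from 87825697 to 87846386 (GRCm38), directly beside Csn1s2b. In the 6 WT libraries of mammary tissue, 1 read of Prr27 was counted, in replicate 3 at p6. No Prr27 read was counted in any of the 3 WT libraries at p18. At their depth a count of 0 allows up to 3 counts, or 0.156 to 0.204 normalized CPM. Csn1s2b itself had 802 to 3156 reads in the same p18 libraries. Odam, which the paper places next to the SE and which lies from 87885010 to 87894809, had 0 to 2 reads in each WT library, so that both genes were at or near the limit of detection at this depth.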

3C analyses demonstrated that this SE interacted with the neighboring *Csn1s2b* and *Csn3* genes (Fig. 5b). Deletion of the SE from the mouse genome resulted in a more than 90% reduction of *Csn1s2b* mRNA at p18 (Fig. 5c) suggesting its pivotal role in gene activation during pregnancy. 

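The effect of the SE on mRNA levels was measured by total RNA-seq of mammary tissue from 4 ΔSE libraries and 3 WT libraries at p18. In the ΔSE mice the SE was deleted from the genome. The legend of Fig. 5c gives n = 4 and then n = 3, which are the numbers of libraries mapped here to ΔSE and to WT. Sequencing reads were processed by the authors as for the WT libraries and deposited as raw counts per gene. The ΔSE libraries held between 14452976 and 16515719 reads in genes (median 15757033, n = 4), slightly fewer than the WT libraries at p18, and the ribosomal RNA precursor Rn45s took 35.7 to 42.9% of them. The paper used DESeq2 and applied RUVSeq against confounding factors, and its Fig. 5c uses a 2-way analysis of variance. Here the counts as deposited were tested with edgeR and, for a level set as a percent of WT, with an exact permutation test. With 4 libraries against 3 the smallest two-sided p of that test is 0.0571, so it cannot pass 0.05. Skeletal muscle transcripts differed between the libraries, with Acta1 at 1.64 normalized CPM in WT replicate 1, at 230 and 361 in WT replicates 2 and 3, and at 2.67 to 3.83 in the 4 ΔSE libraries.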

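Csn1s2b mRNA was at 6.59% of the WT level in ΔSE mammary tissue at p18, a reduction of 93.4% (SD of the ΔSE libraries 5.54% of WT, n = 4). Its level was 7.03 ± 5.91 (SD, n = 4) normalized CPM in ΔSE tissue. The 4 ΔSE libraries held 2.58, 3.27, 6.82 and 15.4 normalized CPM, all below the lowest WT library. An exact two-sided permutation test gave p = 0.0571, the smallest p that 4 libraries against 3 allow. The log2 fold change was -3.96 (standard error 0.97, adjusted p = 0.0879 from edgeR's quasi-likelihood test), which did not pass the threshold over all genes and did pass when adjusted over the list of 5 casein genes alone. When only WT and ΔSE libraries at p18 entered the edgeR fit, the log2 fold change was -3.95 and passed (adjusted p = 0.00174). Over the 18 alternative settings the adjusted p ran from 4.7e-06 to 0.330. The lowest value, here and in the ranges of Csn3 and Csn1s1 below, came from a fit with the replicate number as a block. Same-numbered libraries share only a number, so that fit lends no support to a call. WT replicate 1 raised the WT mean, and without it Csn1s2b in ΔSE tissue stood at 13.4% of WT, compared with 3.96% without ΔSE replicate 2. Csn3, the gene of kappa-casein which lies beyond Odam, passed the threshold over all genes and was at 1.56% of WT (SD 0.83%, n = 4), with a log2 fold change of -6.00 (standard error 0.88, adjusted p = 0.00994). This call was lost without ΔSE replicate 3 (adjusted p = 0.0560, range over its alternatives 4.3e-11 to 0.0560), and DESeq2 gave Csn3 no adjusted p. From the loss of Csn1s2b mRNA in ΔSE mice the paper proposes a pivotal role of the SE in gene activation during pregnancy.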

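Csn1s2a mRNA stood at 58.0% of the WT level in ΔSE mammary tissue at p18, a reduction of 42.0% (SD of the ΔSE libraries 16.5% of WT, n = 4). The ΔSE libraries held 12194 to 22941 normalized CPM, with a mean of 17734 ± 5044 (SD, n = 4), and all were below the 3 WT libraries. The exact two-sided permutation test again reached its smallest possible p, 0.0571. Over all genes the log2 fold change was -0.79 (standard error 0.69, adjusted p = 0.702 from edgeR's quasi-likelihood test), which did not pass. Csn1s1, the gene of alpha-S1-casein, was at 44.8% of WT (SD 13.8%, n = 4) with a log2 fold change of -1.16 (standard error 0.77, adjusted p = 0.578). It passed when only the WT and ΔSE libraries at p18 entered the fit (adjusted p = 0.0126, range over its alternatives 0.00177 to 0.754). Csn2, the gene of beta-casein, was at 69.6% of WT (SD 20.2%, n = 4) and its ΔSE and WT libraries overlapped (log2 fold change -0.52, standard error 0.73, adjusted p = 0.833). Csn1s2a and Csn2 did not pass in that smaller fit either, with an adjusted p of 0.0845 for Csn1s2a.

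**Figure D1:**
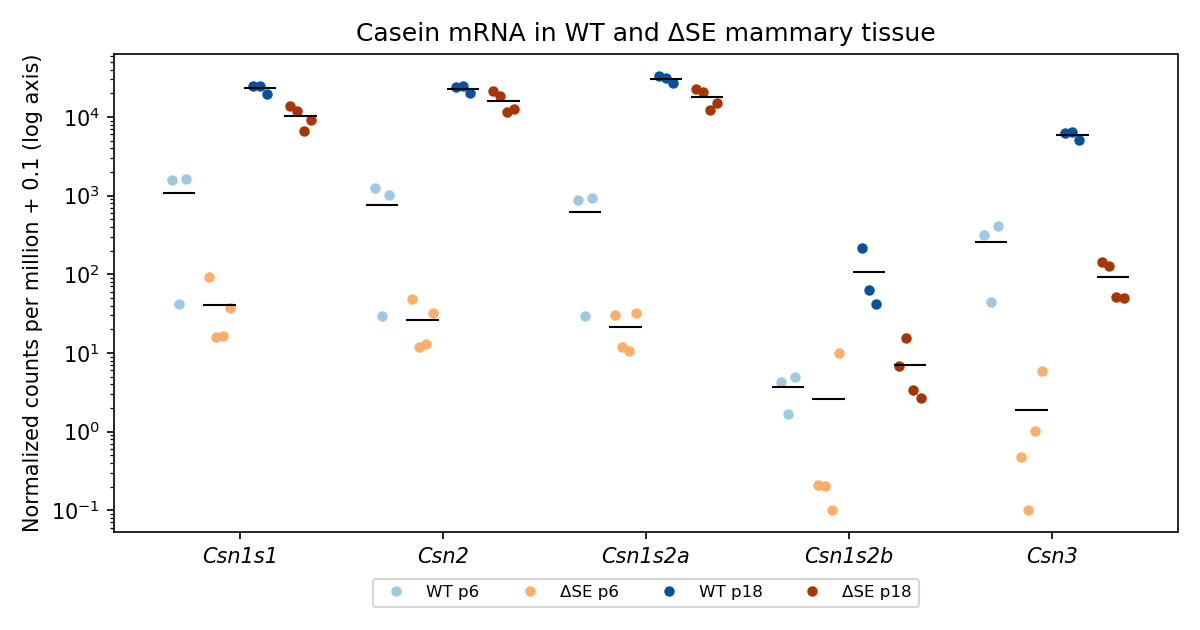
mRNA levels of the 5 casein genes in normalized CPM plus 0.1 on a log axis, for WT and ΔSE mammary tissue at p6 and p18. Each point is 1 library (WT n = 3, ΔSE n = 4) and each black bar is the group mean. At p18, the ΔSE points of Csn1s1 lie between 6625 and 13976 and the WT points between 19816 and 24940, whereas the points of Csn2 overlap between the genotypes.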

Expression of the *Csn1s2a* gene was reduced by ~40%, which was statistically not significant. Since mice lacking the SE failed to nurse their pups, it was not possible to investigate *Csn1s2b* expression during lactation. Failure to lactate is not the result of reduced expression of *Csn1s2b* since mice lacking the distal enhancer can lactate despite even lower *Csn1s2b* expression levels. To identify the cause of lactation failure, further research is needed.

**Fig. 5:**
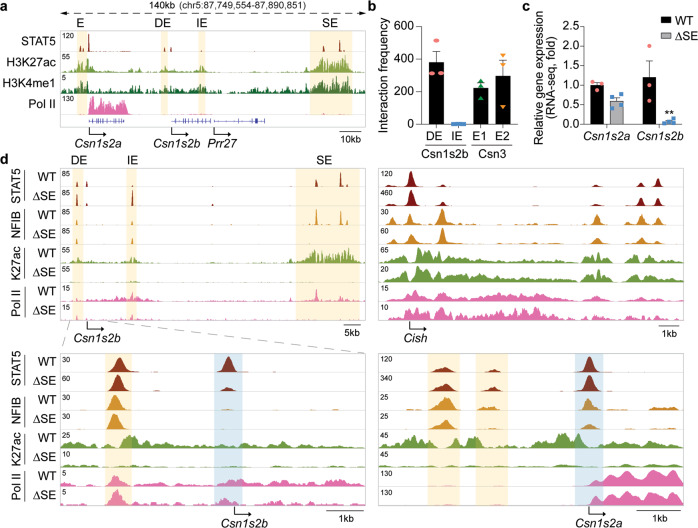
A super-enhancer activates Csn1s2b expression during pregnancy. **a** Genomic feature of the *Csn1s2a/b* locus, including the downstream *Prr27* gene and the super-enhancer (SE) in L1 mammary tissue. **b** Interactions between SE and the regulatory elements of *Csn1s2b* and *Csn3* were detected by 3 C analysis. **c** *Csn1s2a/b* mRNA levels were measured by RNA-seq at day 18 of pregnancy (p18) in WT and ΔSE (deletion of the 10 kb SE) mice. Results are shown as the means ± s.e.m. of independent biological replicates (*n* = 4). Two-way ANOVA followed by Tukey’s multiple comparisons test was used to evaluate the statistical significance of differences. Results are shown as the means ± s.e.m. of independent biological replicates (*n* = 3). *p*-value = 0.28 and 0.003 **d** STAT5 and NFIB binding, H3K27ac marks and Pol II coverage in ΔSE mammary tissue at L1. The *Cish* locus served as control.

Deletion of the SE resulted in the complete loss of H3K27c marks and transcription factor binding at that region (Fig. 5d). Importantly, the absence of significant H3K27ac marks in the *Csn1s2b* promoter and the distal (DE) and intronic enhancers (IE) is reflective of loss of gene expression. Notably, deletion of the SE severely impacted STAT5 binding at the *Csn1s2b* promoter but less so at the DE (Fig. 5d). Conversely, STAT5 binding at the intronic enhancer was elevated. The *Csn1s2a* locus served as a ChIP-seq control. These findings strongly suggest a dominant function of the SE in activating the *Csn1s2b* promoter and that the distal and intronic enhancers cannot function independently and compensate for the absence of the SE at the transition of pregnancy to lactation (p18 and L1).

### Promoter activity is modulated by NFIB

In addition to the distal and intronic enhancers, and the downstream SE, STAT5 and NFIB binding was also recorded in the promoter region within 100 bp of the TSS (Fig. 6a). We introduced an 18 bp deletion into the mouse genome leading to the loss of the NFIB site (Supplementary Table 3). *Csn1s2b* expression was reduced by ~60% (Fig. 6b), which coincided with reduced H3K27ac marks and Pol II coverage (Fig. 6c). Residual NFIB coverage could be the result of indirect binding through STAT5.

**Fig. 6:**
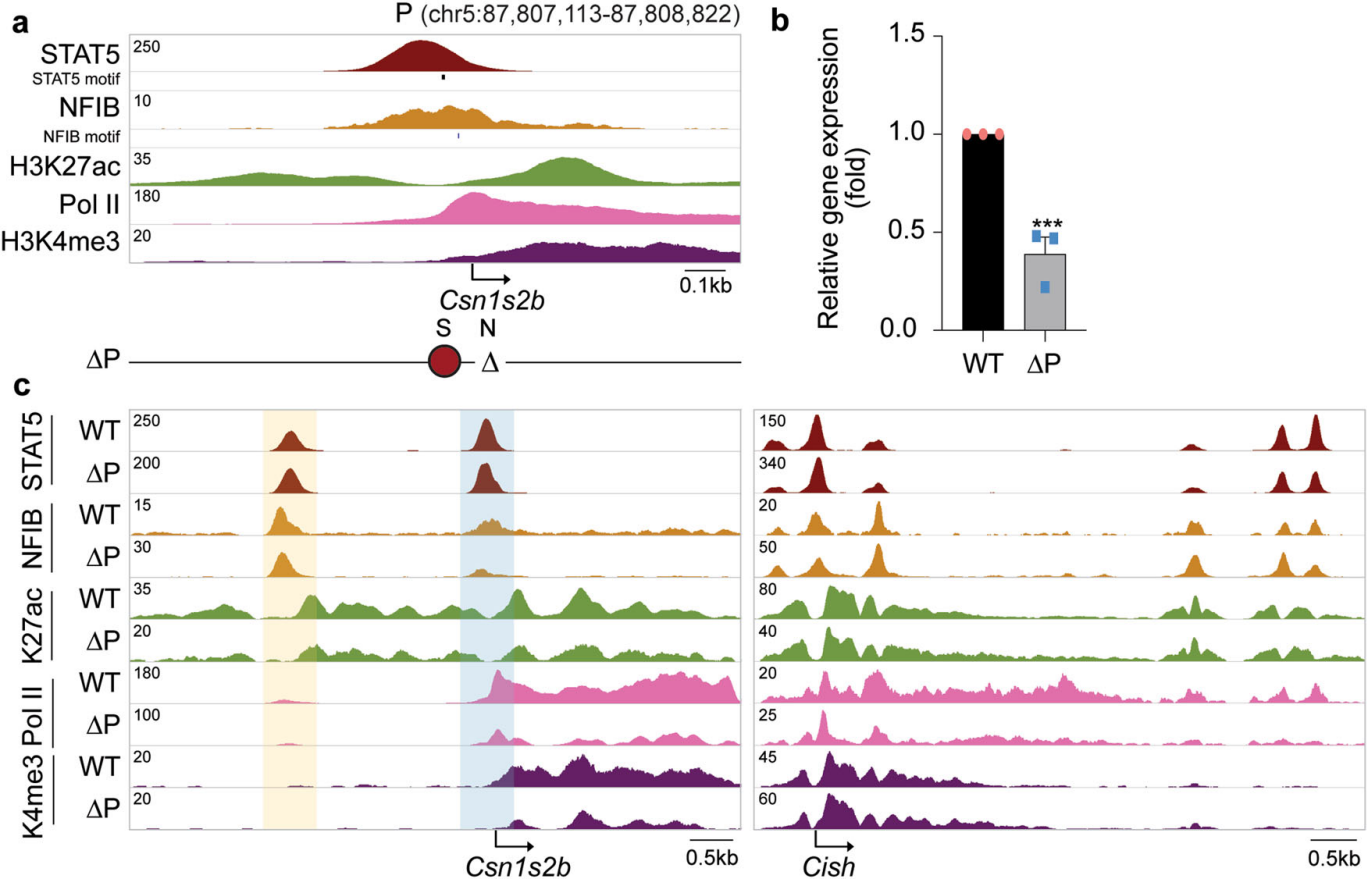
The NFIB site in the *Csn1s2b* promoter modulates gene activity. **a** Genomic feature of the *Csn1s2b* promoter region in mammary tissue at day ten of lactation. ΔP, deletion of the NFIB motif. **b** mRNA levels of *Csn1s2b* gene were measured by qRT-PCR in L1 mammary tissue from WT and ΔP mutant mice and normalized to *Gapdh* levels. Results are shown as the means ± s.e.m. of independent biological replicates (*n* = 3). Unpaired two-tailed t-test was used to evaluate the statistical significance of differences. *p*-value = 0.002 **c** The consequences of super-enhancer deletion were confirmed by ChIP-seq analysis in WT and mutant tissues at L10. The *Cish* locus served as a ChIP-seq control.

## Discussion

Here we use experimental mouse genetics and functionally investigate two mammary-gland enhancers and one super-enhancer that distinctly control expression of the *Csn1s2b* gene during pregnancy and lactation. A distal enhancer preferentially controls gene expression throughout lactation, an intronic enhancer is active in early lactation and a super-enhancer is needed for the activation of the locus during pregnancy (Fig. 7). We also gained new insight into the architecture and biology of redundant and non-redundant enhancer building blocks based on the mammary gland-enriched transcription factors STAT5 and NFIB.

**Fig. 7:**
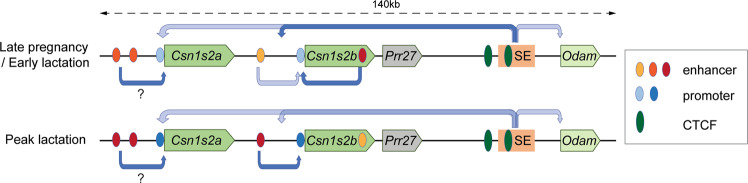
Proposed model of the activation of the *Csn1s2a/b* locus during pregnancy and lactation. The *Csn1s2b* gene is under the control of three distinct enhancers; a distal enhancer controlling gene expression throughout lactation, an intronic enhancer active at late pregnancy and early lactation, and a super-enhancer (SE) required for the activation of the *Csn1s2b* locus. While the SE has limited influence on the expression of the *Csn1s2a* and *Odam* genes, it does not activate the *Prr27* gene in mammary tissue. Two candidate enhancers have been identified in the *Csn1s2a* distal region, but their function has not been validated through experimental genetics. The color intensity of promoter and enhancer elements at late pregnancy and peak lactation reflects their relative strengths. Darker colors indicate increased strength. Candidate *Csn1s2a* enhancer and promoter elements are shown but their biological strength is not known. CTCF binding sites have been identified^38^.

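Odam and Prr27 were at the limit of detection in ΔSE as in WT mammary tissue at p18. Odam had 0 reads in each of the 4 ΔSE libraries and 0 to 2 reads in each WT library. Prr27 had 2 reads in 1 ΔSE library, 0 in the other 3 and 0 in the 3 WT libraries. A count of 0 allows up to 3 counts, 0.198 to 0.276 normalized CPM in the ΔSE libraries, and below this level no difference could be detected at this depth. Neither gene had the 10 reads in total that the test requires. Of the genes that flank the casein locus, 7 were tested, and edgeR called 0 of them (0 also when adjusted over the list alone, 3 at an unadjusted p under 0.05, 0 called by DESeq2). Sult1d1, a sulfotransferase gene, had a log2 fold change of -1.34 (standard error 0.52, adjusted p = 0.288) and Jchain, which encodes the joining chain of immunoglobulins made by plasma cells, 2.53 (standard error 1.15, adjusted p = 0.387). The other tested flanking genes Utp3, Rufy3, Grsf1, Mob1b and Dck had log2 fold changes of -0.01, 0.06, 0.01, -0.24 and 0.44, none of which passed.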

Unlike most mammary gland enhancers, which are activated during early pregnancy and induce gene expression prior to lactation^6,16^, the *Csn1s2b* enhancer is preferentially established during lactation where it contributes to a several hundred fold expression induction. While most, if not all, mammary gland enhancers employ the cytokine-activated TF STAT5 as a core building block together with NFIB and GR, differential temporal recruitment has been observed. Although the underlying logic for a temporally distinct activation of seemingly identical enhancer sequences at different stages during mammary development, i.e. pregnancy versus lactation, it is not clear that the respective TF binding sites might have different affinities. In support of this, genetic studies in mammary tissue have revealed that the concentration of STAT5 can influence gene activation patterns^6,17^. Alternatively, seemingly identical regulatory elements might become gradually accessible during differentiation, as shown in the α-globin locus^18^. The *Csn1s2b* distal enhancer is overtly more complex than other mammary enhancers^19^ and contains two canonical and one non-canonical STAT5 binding sites in addition to an NFIB site and a GR half-site, which could contribute to its lactation-restricted activation.

Unlike other genetically validated enhancers where STAT5 binds to a canonical GAS motif^19–22^, the *Csn1s2b* enhancer contains a functional non-canonical GAS motif in addition to two canonical sites. The contribution of canonical and non-canonical TF binding sites within enhancers is still being debated and it might depend on the specific transcription factor and target tissue. STAT5 exists in two isoforms, STAT5A and STAT5B, which are encoded by two distinct genes^23^. In mammary tissue, STAT5A levels exceed STAT5B 2-3 fold^21^ and STAT5A ChIP-seq experiments during pregnancy and lactation revealed that approximately 90% of all high-quality peaks coincide with the canonical GAS motif (TTCnnnGAA)^16^. Within mammary enhancers the percentage is even higher. It remains to be determined whether STAT5B recognizes the canonical GAS motif in mammary tissue. In liver STATB levels exceed STAT5A by approximately 10-fold and the majority of STAT5B ChIP-seq peaks coincide with the classical GAS motif^24^. A similar observation was made in T cells^20^. While GAS motifs with a 4 bp spacer are generally recognized by STAT6, another STAT member contributing to the differentiation of mammary alveolar cells^25^, this non-canonical site is also recognized by STAT5 in the *Csn1s2b* distal enhancer.

Our finding that NFIB, a critical co-activator for a range of mammary genes, including *Csn1s2b*^26^, can bind to the enhancer lacking the DNA binding motif adds further intrigue and suggests that the recruitment of multiple TFs can be facilitated through a single anchor, STAT5 in mammary enhancers. Our results also suggest that GR binding to its half-site within the distal enhancer might require the cooperative presence of a neighboring STAT5 site. Alternatively, GR could tether to STAT5 as shown in the *Wap* gene super-enhancer that contains a STAT5 binding motif but lacks a GR motif^19^. The progesterone receptor (PR) binds to GR motifs^27^ and is required for mammary alveolar development^28,29^. We analyzed PR ChIP-seq data from mammary tissue from progesterone treated non-parous mice^30^ and no binding was detected at the *Csn1s2b* distal enhancer with a PR half-site motif. However, conclusions from these experiments are limited since they were conducted in non-parous mice that lack the differentiated alveolar compartment. Similarly, ChIP-seq data from the estrogen receptor (ER) did not reveal any binding^31^. It is conceivable that the presence of four TF binding motifs in the distal enhancer region permits additional TFs to bind through less conserved DNA binding sites. The presence of four TF binding blocks in the distal enhancer, possibly in synergy with additional promoter and intronic elements, enables high *Csn1s2b* expression levels during lactation. It remains to be elucidated why overtly equivalent enhancers activate other casein genes already during pregnancy. Of note, the more than 95% reduction of *Csn1s2b* expression caused by the deletion of the distal enhancer had no overt impact on lactation and is in agreement with other species that lack a functional *Csn1s2b* gene.

STAT5, GR and NFIB jointly occupy candidate enhancers of ‘mammary-specific’ genes^6,8,16^ and their contributions in activating these genes during pregnancy and lactation have been investigated in mutant mice lacking these TFs. Since the global deletion of transcription factors can have widespread consequences on a given cell, such experiments may have limited impact on understanding their role on specific genes. As such, proliferation and differentiation of mammary epithelium during pregnancy is greatly impaired in the combined absence of *Stat5a* and *Stat5b*, thus making it impossible to define their gene-specific roles. Targeted deletions of three STAT5 sites, in the mouse *Wap* locus, individually or in combination, defined redundant and non-redundant functions of an enhancer structure essential for gene activation during pregnancy^19^. In a classical study, Burdon and colleagues^32^ employed transgenic mice to explore three STAT5 binding sites in a sheep β-lactoglobulin transgene^32^ and suggested some degree of cooperativity between canonical and non-canonical STAT5 binding sites. However, not all genes under the control of STAT5 rely on cooperativity^20–22^. A role for the GR in mammary gene regulation is not that clear. Mice lacking the GR^33^ or expressing a GR devoid of its DNA binding domain^34^ displayed a slightly impaired development of mammary ducts in non-parous mice. However, alveolar differentiation during pregnancy and expression of milk proteins during lactation were unimpaired, demonstrating that the GR is not required for normal mammary function and a potential compensatory function of the mineralocorticoid receptor has been proposed^33^. In contrast to the GR, the presence of the PR is required for the outgrowth and branching of mammary ducts^28,35^. However, since mice lacking the PR are infertile, mammary development and function during pregnancy has not been investigated. Moreover, PR ChIP-seq data from lactating mammary tissue are not available. However, studies using mouse mammary cell lines have revealed important functions of the PR in the regulation of the *Csn2* gene^36^. NFIB isoforms are abundantly expressed in mammary tissue^37^ and deletion of the *Nfib* gene by itself or in combination with *Stat5* supported the concept of cooperativity in gene activation in mammary tissue^26^.

In addition to the distal enhancer, we identified a super-enhancer (SE) essential for the activation of the *Csn1s2b*. We propose that this SE, which is located next to the *Odam* gene and separated from *Csn1s2b* by the *Prr27* gene, was part of the evolutionary older *Csn3* gene, and the younger *Csn1s2b* gene captured its activity. *Csn3* and its neighboring odontogenic ameloblast–associated (*Odam*) gene originated from a common precursor^9^ and the gene arrangement in this locus (*Prr2*7, *Odam*, *Fdcsp* and *Csn3*) predates the emergence of *Csn1s2b*. In contrast to *Csn1s2b*, pregnancy expression of the neighboring *Csn1s2a* gene is not overtly controlled by the SE. 

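The 2 neighbouring genes had different read ratios when the SE was deleted. ΔSE libraries at p18 held 1356 to 5767 Csn1s2a reads for each Csn1s2b read, compared with 155 to 642 in WT libraries. The mean log2 ratio was 11.62 in ΔSE tissue (n = 4) and 8.52 in WT tissue (n = 3), an 8.56-fold difference. Without WT replicate 1 the WT mean was 9.14 and the difference 5.56-fold. All 4 ΔSE libraries lay above all 3 WT libraries, and the exact two-sided permutation test gave p = 0.0571, the smallest it allows for these numbers of libraries. Such a ratio within a library does not depend on how libraries are scaled, and it shows an unequal change of the 2 genes, not that Csn1s2a was unaltered.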

The molecular mechanism underlying lactation failure in mice lacking the SE needs further investigation and might be the result of deregulation of the entire locus. 

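Along the casein locus, mRNA levels in ΔSE mammary tissue at p18 were lower than in WT for each of the 5 casein genes by their fitted log2 fold changes, and 1 of 5 passed over all genes (2 when adjusted over the list alone, Csn3 and Csn1s2b). The camera test called the list of casein genes lower with a preset correlation (adjusted p = 0.00100), and with an estimated correlation the adjusted p was 0.321. Csn3 lies at the far end of the locus on chromosome 5 from 87925579 to 87932550 (GRCm38). Its level was 93.1 ± 49.5 (SD, n = 4) normalized CPM in ΔSE tissue and 5959 ± 776 (SD, n = 3) in WT tissue, and all ΔSE libraries were below all WT libraries. Csn1s1 and Csn2, at the other end, lie from 87666208 to 87682578 and from 87692619 to 87699429.

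Over all genes 56 passed, 18 higher and 38 lower in ΔSE tissue (2200 at an unadjusted p under 0.05). Higher were Tnfsf11, the gene of RANKL, with a log2 fold change of 2.46 (standard error 0.48, adjusted p = 0.0398 from edgeR's quasi-likelihood test) and Areg, the gene of the growth factor amphiregulin, with 3.01 (standard error 0.61, adjusted p = 0.0497). Both belong to the 11 genes of hormone-sensing luminal cells, of which 2 rose (3 when adjusted over the list alone). For this list the camera test gave an adjusted p = 0.321 with an estimated correlation. Icam1, the gene of a cell adhesion molecule, was also higher at 1.18 (standard error 0.18, adjusted p = 0.0131). Lower were Egf, the gene of epidermal growth factor, at -1.79 (standard error 0.26, adjusted p = 0.00921), Tmem165, a Golgi transporter gene, at -1.38 (standard error 0.21, adjusted p = 0.0110) and Sec61b, part of the channel through which secreted proteins enter the endoplasmic reticulum, at -1.18 (standard error 0.19, adjusted p = 0.0146). With libraries scaled by their totals 2 genes were higher and 11 lower, by DESeq2 135 and 361, with only these 2 groups in the fit 257 and 567, and with muscle content as a covariate, added after the data were examined, 3 and 21 (14 shared with the 56). The count of 56 depended on single libraries and ran from 6 without WT replicate 2 to 104 without WT replicate 3, with 11 without WT replicate 1 and 7 to 21 when a ΔSE library was left out. Areg lost its call in each of these 7 fits (adjusted p = 0.0694 to 0.202) and Tnfsf11 in 6 of them (adjusted p = 0.0899 to 0.171). Icam1, Egf, Tmem165 and Sec61b lost theirs without WT replicate 2, and each also without at least 1 other library (highest adjusted p = 0.105, for Icam1). Mid1, Trap1 and Zfp36l2 also passed and kept their calls in each of these 7 fits. For Mid1 and Trap1 a background variant cannot be told apart from an effect of the deletion, as given below.

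**Figure D2:**
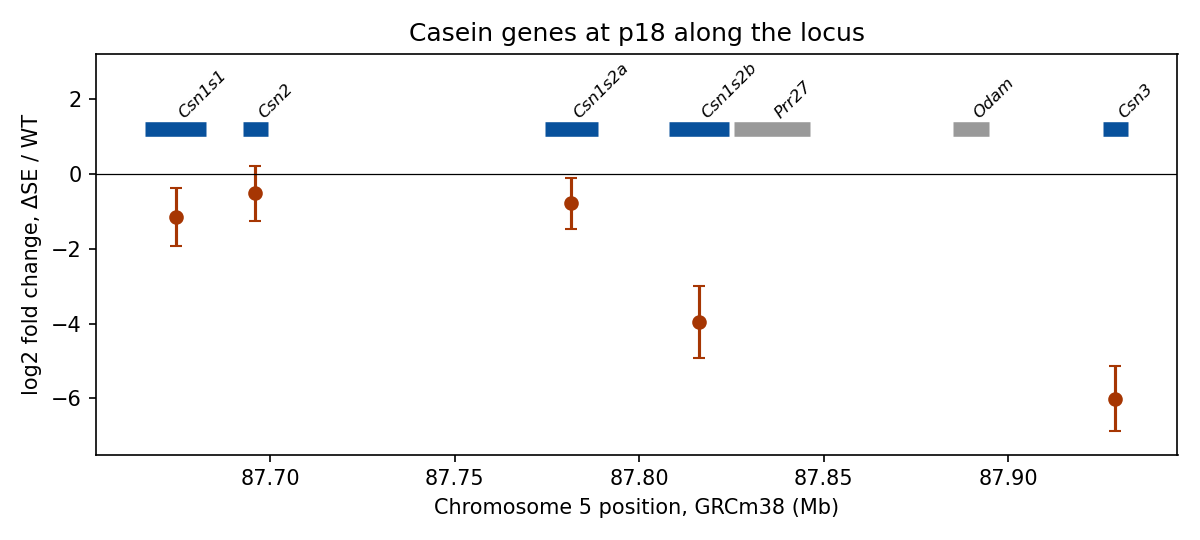
Casein genes along chromosome 5 (GRCm38, position in Mb), with the log2 fold change of ΔSE over WT mammary tissue at p18 as a point with its standard error (WT n = 3, ΔSE n = 4). Csn3 is the lowest point and Csn1s2b the next, and the error bars of Csn1s1, Csn2 and Csn1s2a overlap one another.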

Two CTCF binding sites associated with this SE^38^ might be an early signature of the casein locus before its expansion that added four additional casein genes, including *Csn1s2b*. However, deletion of these CTCF binding sites, did not alter C*sn1s2b* expression^38^, suggesting that they have limited biological activity.

The increasing use of a wide range of ChIP-seq and chromatin capture approaches suggests that the mammalian genome is riddled with candidate enhancers that potentially control the spatio-temporal expression of lineage-specific genes^39–43^. However, as stated by one of the reviewers, we humans are not always good in selecting the TF sites or potential regulators that turn out to be important or essential. As shown here, uncovering the function and complexity of enhancers requires detailed genetic interventions. The casein locus with five genes expressed exclusively in mammary glands, three interspersed genes expressed in salivary glands and at least 20 candidate mammary enhancers, super-enhancers and CTCF sites remains a case study in evolutionary strategies to ensure uncompromised gene regulation. As further genetic inquiries are conducted, the multiplicity of regulatory building blocks controlling mammary- and salivary-gland specificity and cytokine-induced gene activation will continue to unfold.

## Methods

### Mice

All animals were housed and handled according to the Guide for the Care and Use of Laboratory Animals (8th edition) and all animal experiments were approved by the Animal Care and Use Committee (ACUC) of National Institute of Diabetes and Digestive and Kidney Diseases (NIDDK, MD) and performed under the NIDDK animal protocol K089-LGP-17. CRISPR/Cas9 targeted mice were generated using C57BL/6 N mice (Charles River) by the transgenic core of the National Heart, Lung, and Blood Institute (NHLBI). Single-guide RNAs (sgRNA) were obtained from either OriGene (Rockville, MD) or Thermo Fisher Scientific (Supplementary Table 2). Target-specific sgRNAs and in vitro transcribed *Cas9* mRNA were co-microinjected into the cytoplasm of fertilized eggs for founder mouse production. The ∆N/S2 and ∆S2/3 mutant mouse was generated by injecting sgRNAs for NFIB site into zygotes collected from ΔS2 mutant mice. All mice were genotyped by PCR amplification and Sanger sequencing (Macrogen and Quintara Biosciences) with genomic DNA from mouse tails (Supplementary Table 3) and only homozygous mutant mice used in the study.

### Chromatin immunoprecipitation sequencing (ChIP-seq) and data analysis

Mammary tissues from specific stages during pregnancy and lactation were harvested, and stored at −80 °C. The frozen-stored tissues were ground into powder in liquid nitrogen. Chromatin was fixed with formaldehyde (1% final concentration) for 15 min at room temperature, and then quenched with glycine (0.125 M final concentration). Samples were processed as previously described^21^. The following antibodies were used for ChIP-seq: STAT5A (Santa Cruz Biotechnology, sc-271542), GR (Thermo Fisher Scientific, PA1-511A), NFIB (Sigma-Aldrich, HPA003956), H3K27ac (Abcam, ab4729), RNA polymerase II (Abcam, ab5408), H3K4me1 (Active Motif, 39297) and H3K4me3 (Millipore, 07-473). Libraries for next-generation sequencing were prepared and sequenced with a HiSeq 2500 or 3000 instrument (Illumina).

The raw data were subjected to QC analyses using the FastQC tool (version 0.11.9) (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Quality filtering and alignment of the raw reads was done using Trimmomatic^44^ (version 0.36), Bowtie^45^ (version 1.2.2) and Samtools^46^ (version 1.8), with the parameter ‘-m 1’ to keep only uniquely mapped reads, using the reference genome mm10. Picard tools (version 2.9.2, Broad Institute. Picard, http://broadinstitute.github.io/picard/. 2016) was used to remove duplicates. Homer^47^ (version 4.8.2) and DeepTools^48^ (version 3.1.3) software was applied to generate bedGraph files, separately. Integrative Genomics Viewer^49^ (version 2.5.3) was used for visualization. Each ChIP-seq experiment was conducted for more than two replicates. DeepTools was used to obtain the Pearson and Spearman correlation between the replicates.

In order to identify regions of ChIP-seq enrichment over the background, MACS^50^ (version 2.2.7.1) peak finding algorithm was used. Peak calling of TFs and histone markers for WT and mutants was done for replicates, which were subsequently overlapped using Bedtools^51^ (version 2.29.2) to identify high-confident peaks. TF bound enhancers were considered as true enhancer elements if they showed H3K27ac underneath. Coverage plots (normalized to 10 million reads) and motif analysis with default settings were done using Homer software.

Coverage plots were generated using Homer software with the bedGraph as input. R and the packages dplyr (https://CRAN.R-project.org/package=dplyr) and ggplot2^52^ were used for visualization. Sequence read numbers were calculated using Samtools software with sorted bam files.

### RNA isolation and quantitative real-time PCR (qRT–PCR)

Total RNA was extracted from frozen mammary tissue of wild type and mutant mice using a homogenizer and the PureLink RNA Mini kit according to the manufacturer’s instructions (Thermo Fisher Scientific). Total RNA (1 μg) was reverse transcribed for 50 min at 50 °C using 50 μM oligo dT and 2 μl of SuperScript III (Thermo Fisher Scientific) in a 20 μl reaction. Quantitative real-time PCR (qRT-PCR) was performed using TaqMan probes (*Csn1s2a*, Mm00839343_m1; *Csn1s2b*, Mm00839674_m1; mouse *Gapdh*, Mm99999915_g1, Thermo Fisher scientific) on the CFX384 Real-Time PCR Detection System (Bio-Rad) according to the manufacturer’s instructions. PCR conditions were 95 °C for 30 s, 95 °C for 15 s, and 60 °C for 30 s for 40 cycles. All reactions were done in triplicate and normalized to the housekeeping gene *Gapdh*. Relative differences in PCR results were calculated using the comparative cycle threshold (*C*_*T*_) method.

### Total RNA-seq analysis

The frozen-stored tissues were ground into powder in liquid nitrogen and Total RNA was extracted using the PureLink RNA Mini kit according to the manufacturer’s instructions (Thermo Fisher Scientific). Ribosomal RNA was removed from 1 μg of total RNAs and cDNA was synthesized using SuperScript III (Invitrogen). Libraries for sequencing were prepared according to the manufacturer’s instructions with TruSeq Stranded Total RNA Library Prep Kit with Ribo-Zero Gold (Illumina, RS-122-2301) and 50 bp paired-end sequencing was done with a HiSeq 2500 instrument (Illumina).

The raw data were subjected to QC analyses using the FastQC tool (version 0.11.9) (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Total RNA-seq read quality control was done using Trimmomatic^44^ (version 0.36) and STAR RNA-seq^53^ (version 2.5.4a) using 50 bp paired-end mode was used to align the reads (mm10). HTSeq^54^ (version 0.9.1) was to retrieve the raw counts and subsequently, R (version 3.6.3) (https://www.R-project.org/), Bioconductor (version 3.10)^55^ and DESeq2^52^ were used. Additionally, the RUVSeq^56^ package was applied to remove confounding factors. The data were pre-filtered keeping only those genes, which have at least ten reads in total. The visualization was done using dplyr (https://CRAN.R-project.org/package=dplyr) and ggplot2^57^.

### Chromosome conformation capture (3 C)

DNA samples for 4C-seq from our previous study^58^ were analyzed by qRT-PCR using SYBR green supermix (Biorad) on the CFX384 Real-Time PCR Detection System (Bio-Rad). The primers used were SE 5′-GTACTCTGGAAAAGTAGGCAGTGC-3′, Csn1s2b-DE 5′-AGCTGGCCAACACAAAAGAATGGC-3′, Csn1s2b-IE 5′- AGCCAGGTGAGTGAGCTATGTTC-3′, Csn3-E1 5′- GAGTCTAACCACGCTACAGCTTC-3′, and Csn3-E2 5′- GTAGCTACTTCGGAAACCATCAAGG-3′. Interaction frequencies were normalized to the values of an internal control.

### Statistical analyses

For comparison of samples, data were presented as standard deviation in each group and were evaluated with a one-way ANOVA followed by Dunnett’s multiple comparisons test, 2-way ANOVA followed by Tukey’s multiple comparisons test for comparisons or unpaired two-tailed t-test between WT and mutants using GraphPad Prism 8 (version 8.2.0). A value of *P < 0.05, **P < 0.001, ***P < 0.0001, ****P < 0.00001 was considered statistically significant. Significances for homer de novo motifs were evaluated with Poisson distribution^59^.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

The source data files were obtained or uploaded to Gene Expression Omnibus (GEO). ChIP-seq data of wild-type tissue at L1 and L10 were obtained under GSE74826^19^, GSE115370^8^, GSE145193^60^, GSE127144 and GSE145193^60^. RNA-seq data for WT at p18, L1 and L10 were downloaded from GSE127140 and GSE115370^8^. The ChIP-seq and RNA-seq data from WT and mutant mice were uploaded in GSE161620. All files were summarized in Supplementary Data 1 and aligned to reference genome mm10.

# Supplementary material for: Redundant and non-redundant cytokine-activated enhancers control Csn1s2b expression in the lactating mouse mammary gland
**Source:** Nat Commun. 2021 Apr 14;12:2239. doi: 10.1038/s41467-021-22500-w
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### **Redundant and non-redundant cytokine-activated enhancers control *Csn1s2b* expression in mouse mammary gland during lactation**

Hye Kyung Lee<sup>1, \*</sup>, Michaela Willi<sup>1</sup>, Tyler Kuhns<sup>1</sup>, Chengyu Liu<sup>2</sup>  
and Lothar Hennighausen<sup>1, \*</sup>

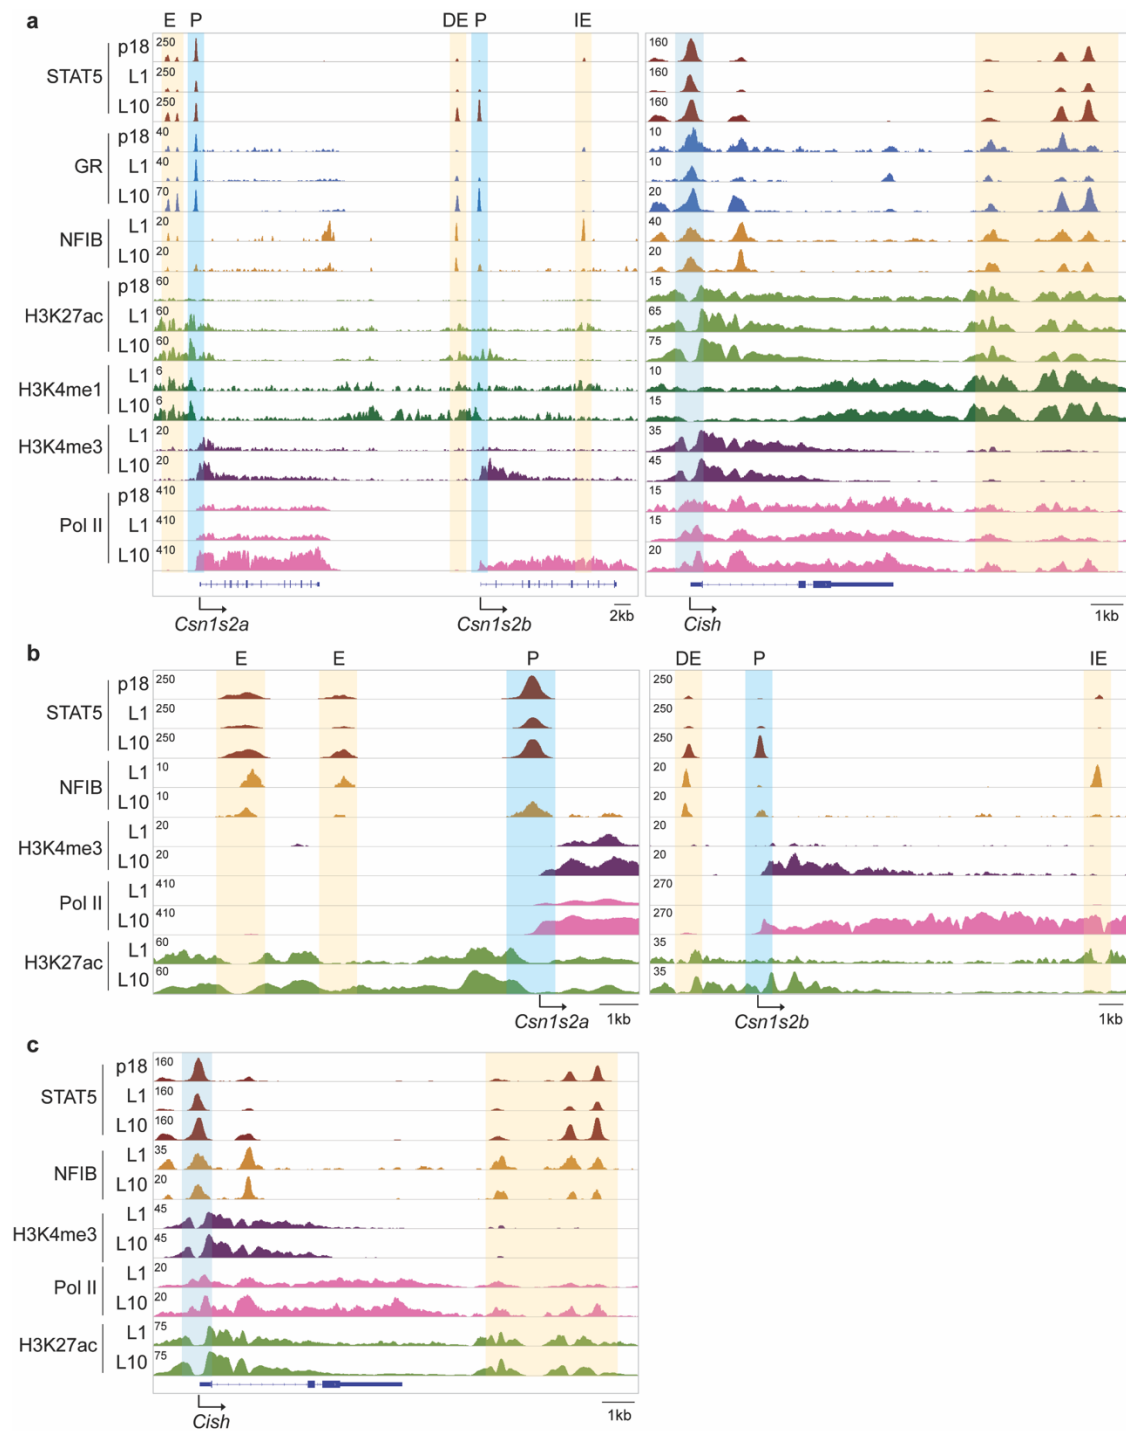

**Supplementary Fig. 1** Genomic features of the *Csn1s2a/b* locus in mammary tissue during pregnancy and lactation. **a-b** Characteristics of the *Csn1s2a* and *Csn1s2b* loci, including NFIB binding and H3K27ac marks. DE, distal enhancer; P/E, promoter or enhancer; IE, intronic enhancer. **c** The *Cish* locus served as a ChIP-seq control for WT tissue at day 18 of pregnancy (p18) and day 1 of lactation (L1) and L10.

| Rank | <i>de novo</i> Motif | p-value | % of Targets | Best match       |
|------|----------------------|---------|--------------|------------------|
| 1    |                      | 1e-2936 | 62.10%       | ELF3(ETS)        |
| 2    |                      | 1e-2807 | 27.45%       | STAT5(Stat)      |
| 3    |                      | 1e-1037 | 47.85%       | HIC1(Zf)         |
| 4    |                      | 1e-748  | 57.98%       | NR-halfsite      |
| 5    |                      | 1e-578  | 5.85%        | NFIL3(bZIP)      |
| 6    |                      | 1e-272  | 15.17%       | TFCP2            |
| 7    |                      | 1e-228  | 14.76%       | AP-2gamma(AP2)   |
| 8    |                      | 1e-192  | 8.82%        | NFIX             |
| 9    |                      | 1e-145  | 12.99%       | SPDEF(ETS)       |
| 10   |                      | 1e-125  | 1.66%        | GATA(Zf)         |
| 11   |                      | 1e-109  | 17.55%       | Bcl11a(Zf)       |
| 12   |                      | 1e-107  | 2.57%        | GATA(Zf)         |
| 13   |                      | 1e-66   | 9.16%        | PB01331.1_Hic1_2 |
| 14   |                      | 1e-61   | 7.6%         | TEFC             |
| 15   |                      | 1e-52   | 0.57%        | RORg(NR)         |
| 16   |                      | 1e-52   | 0.22%        | NFIA             |
| 17   |                      | 1e-36   | 2.55%        | PB0183.1_Sry_2   |
| 18   |                      | 1e-17   | 0.14%        | Gata1(Zf)        |

**Supplementary Fig. 2** *De novo* Motif analysis for glucocorticoid receptor (GR) binding sites in mammary tissue at day ten of lactation (L10). Approximately 26,000 sites bound by GR were identified and 22,675 coincided with H3K27ac, indicative of candidate regulatory elements. Motifs for transcription factors (ETS factors, STAT5 and Nuclear Factor I family) known to be important for mammary development and function were significantly enriched at the 22,617 sites bound by GR and marked by H3K27ac ( $\pm 500$  bp). No overt GR binding motifs were detected. Of 22,617 of total target sequences and 26,450 of total background sequences, Poisson test over *de novo* motif region were used to calculate p-value.

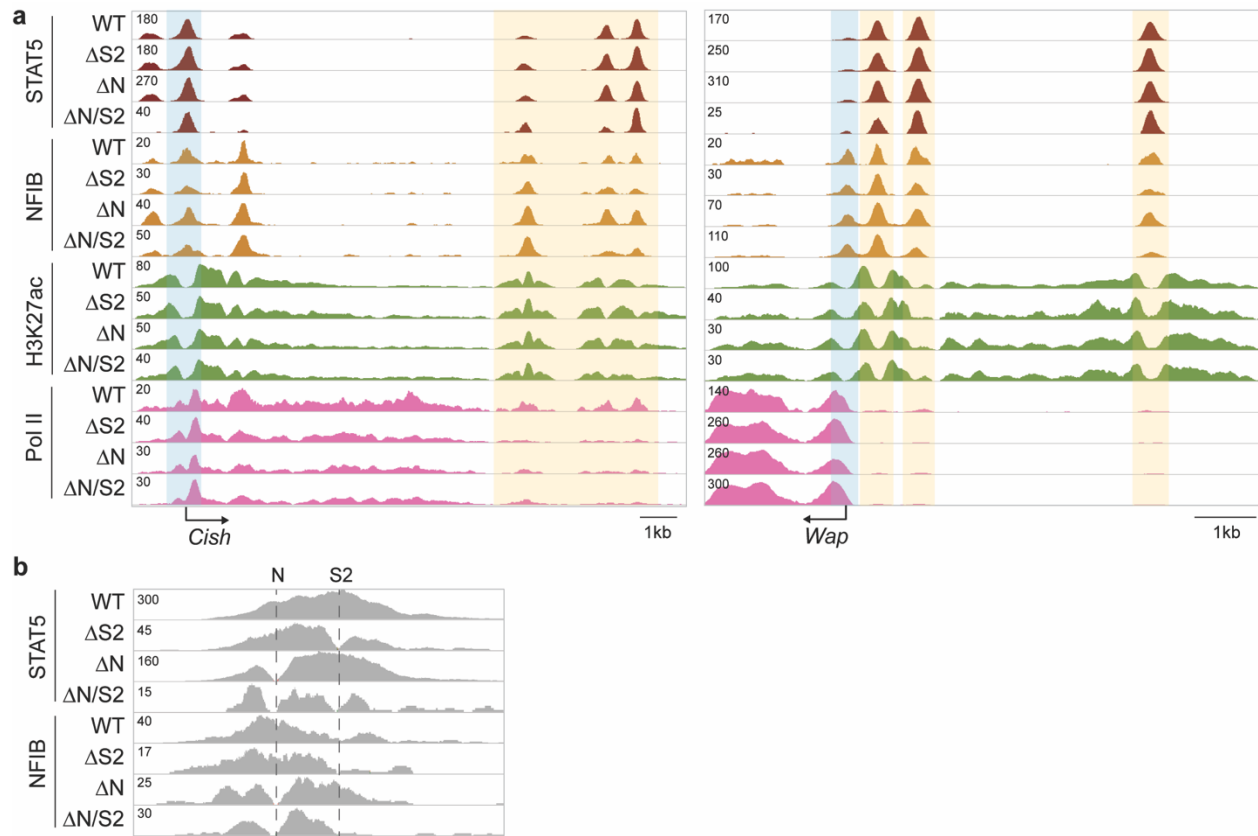

**Supplementary Fig. 3** Limited impact of NFIB and STAT5 motif deletion in the *Csn1s2b* enhancer establishment. **a** The *Cish* and *Wap* served as ChIP-seq control for WT and mutant tissues at L10. **b** The raw mapping data of ChIP-seq confirmed the TF deletion and displays the TF binding activity in the *Csn1s2b* enhancer.

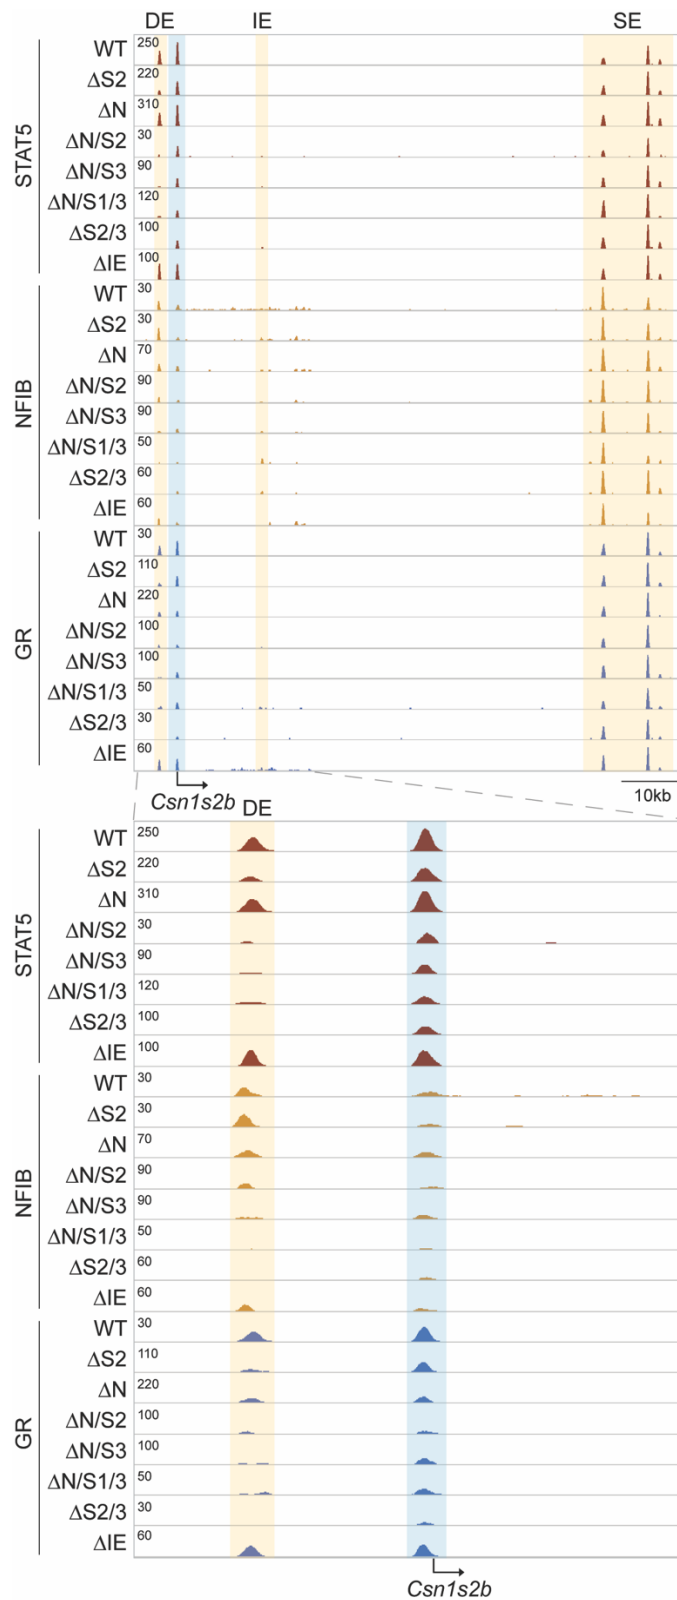

**Supplementary Fig. 4** GR and STAT5 binding coincide. The SE served as ChIP-seq control for WT and mutant tissues at L10.

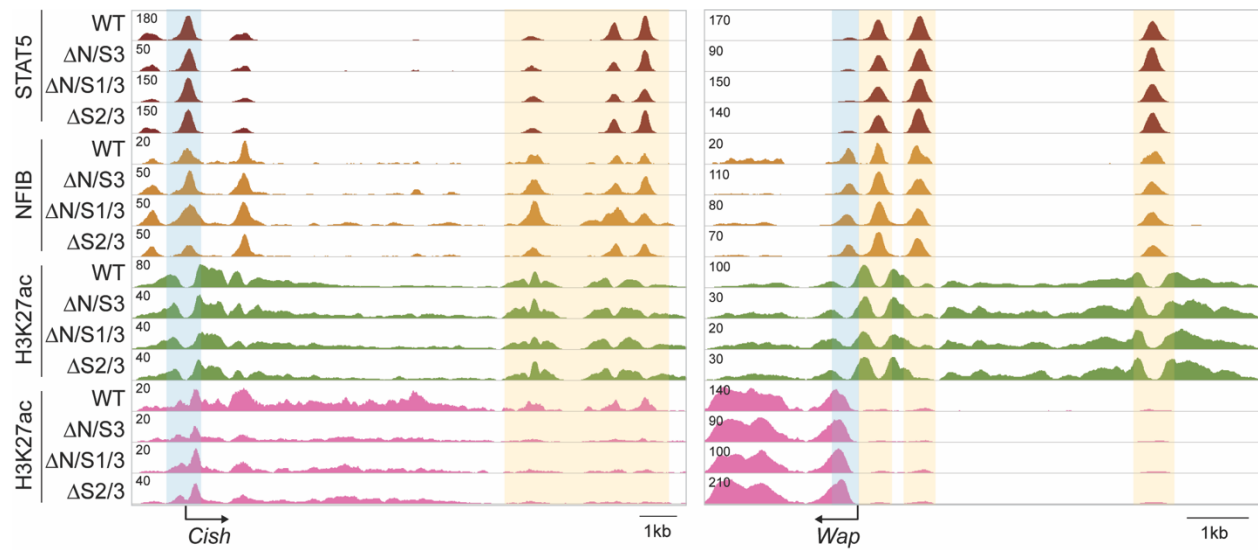

**Supplementary Fig. 5** Critical role of the non-canonical STAT5 motif in the *Csn1s2b* distal enhancer. The *Cish* and *Wap* served as ChIP-seq control for WT and mutant tissues at day ten of lactation (L10).

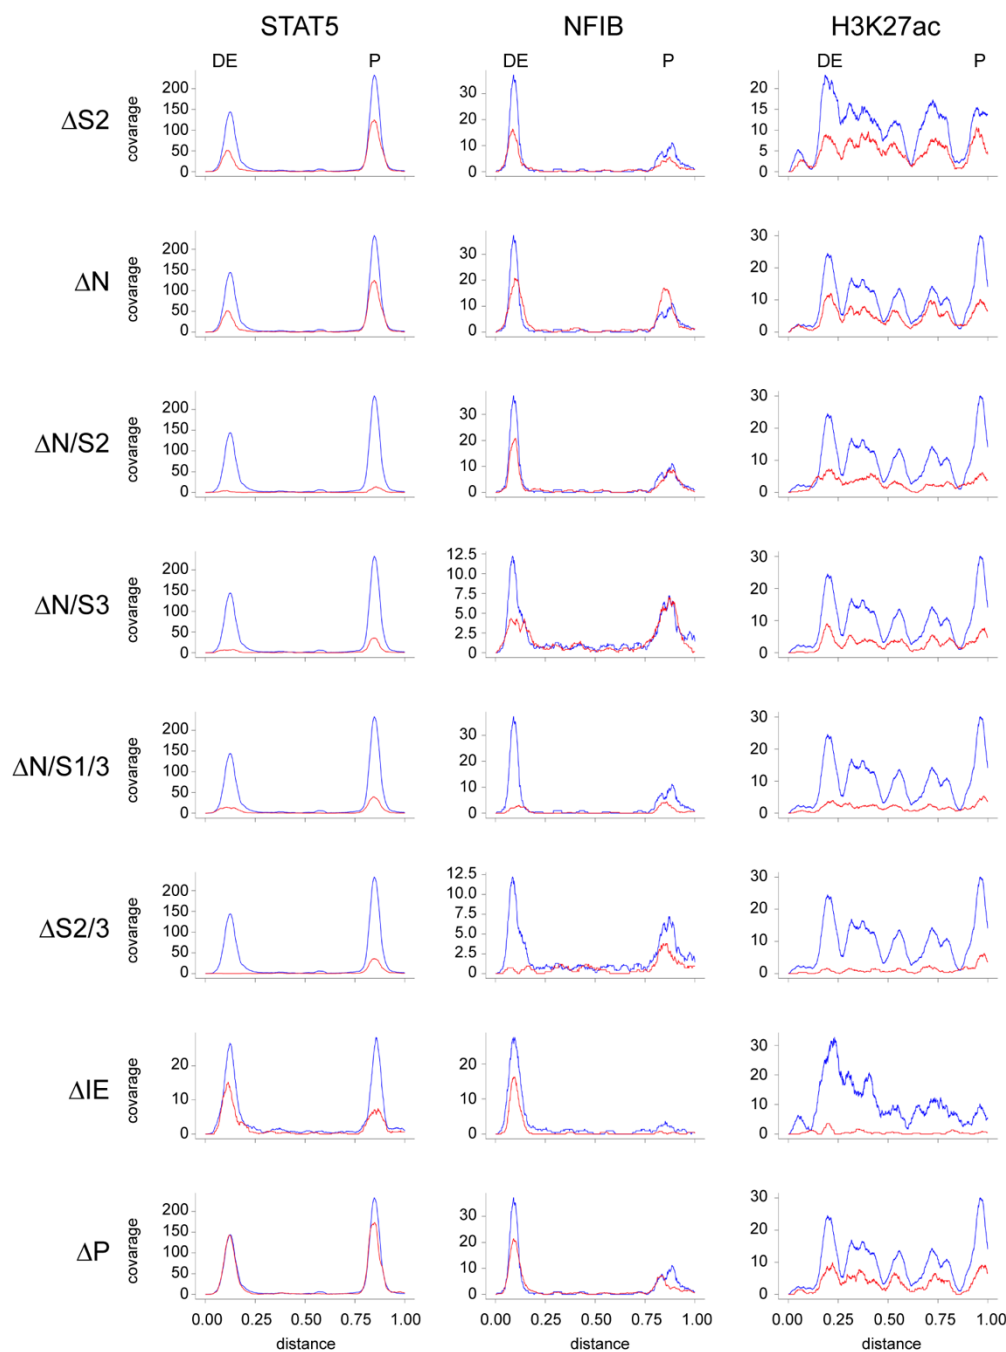

**Supplementary Fig. 6** Genome-wide analyses of enhancer-promoter coverage in mammary tissue during lactation. Coverage plots of the *Csn1s2b* locus showing STAT5, NFIB, GR and H3K27ac in WT (blue) and mutant mice (red) at L10 and L1 (only for  $\Delta IE$ ).

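Supplementary Table 1 lists, for the 5 casein genes and the control gene Cish, how many-fold the mRNA level rose from early pregnancy to the start of lactation and from the start of lactation to established lactation. Such a fold is the ratio of the mean RNA-seq levels of WT mammary tissue at 2 stages, so a gene that is nearly silent in early pregnancy can have a large fold from a small number of reads. In the WT libraries at p6 analysed here, Csn1s2b rested on 56, 32 and 105 reads and Csn1s2a on 11719, 586 and 20188 reads. The table's values at L1 and L10 were not analysed here.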

**Supplementary Table 1** Induction of *Csn* gene expression during pregnancy and lactation. mRNA levels of genes in the casein locus were measured by RNA-seq at day 6 of pregnancy (p6), day 1 of lactation (L1) and L10. The *Cish* gene serves control.

| RNA-seq        | Fold induction |          |
|----------------|----------------|----------|
| Gene           | p6 > L1        | L1 > L10 |
| <i>Csn1s1</i>  | 44.67          | 10.7     |
| <i>Csn2</i>    | 73.58          | 5.9      |
| <i>Csn3</i>    | 57.14          | 7.8      |
| <i>Csn1s2a</i> | 104.05         | 5.7      |
| <i>Csn1s2b</i> | 358.27         | 253.8    |
| <i>Cish</i>    | 1.26           | 1.5      |

**Supplementary Table 2** Sequences of sgRNA of CRISPR/Cas9 targeted mice.

| Target site       | sgRNA sequences                                           |
|-------------------|-----------------------------------------------------------|
| NFIB motif        | 5'-AGAGATGGCAAGTGAGCTCA-3'                                |
| GAS motif         | 5'-ATGTTCTCTGAATCTATTCC-3'                                |
| Intronic enhancer | 5'-AAACTGTGGTCTTCCAAGAA-3'                                |
| Promoter          | 5'-CAGGAATAAGTGATACAAATA-3'<br>5'-TCTGATATGGCAACTGTGTG-3' |
| SE                | 5'-CGCTAAGCATGTAGGGTCTC-3'<br>5'-TGGGTGTTCTTCCACTAGAC-3'  |

**Supplementary Table 3** Characterization of mutant mice generated by CRISPR/Cas9. The GAS and NFIB binding motifs of the *Csn1s2b* enhancer are highlighted in yellow and blue, respectively. The GR half site is marked in underline.

| Mice           | Target sequence at Csn1s2b-DE                                 |
|----------------|---------------------------------------------------------------|
|                | N 126bp S1 S2                                                 |
| WT             | TAAAGAGATGGCAAGTGAGCTCAGGGCTCT...ATGTTCTCTGAATCTATCCTGGAAAAG  |
| ΔS2 (1bp)      | TAAAGAGATGGCAAGTGAGCTCAGGGCTCT...ATGTTCTCTGAATCTAT-CCTGGAAAAG |
| ΔN (15bp)      | TAAAGAGATGGC-----TCT...ATGTTCTCTGAATCTATTCCTGGAAAAG           |
| ΔN/S2 (14/1bp) | TAAAGA-----TCAGGGCTCT...ATGTTCTCTGAATCTAT-CCTGGAAAAG          |

| Mice            | Target sequence at Csn1s2b-DE                                  |
|-----------------|----------------------------------------------------------------|
|                 | N 104bp S3 18bp S1 S2                                          |
| WT              | AGATGGCAAGTGA...TTCCTCTGTTGAAATC...ATGTTCTCTGAATCTATCCTGGAAAAG |
| ΔN/S3 (149bp)   | AGATG-----...-----TTCTCTGAATCTATTCCTGGAAAAG                    |
| ΔN/S1/3 (155bp) | AGATGGCCA-----...-----TCTATTCCTGGAAAAG                         |
| ΔS2/3 (126bp)   | AGATGGCAAGT--...-----ATGTTCTCTGAATCTAT-CCTGGAAAAG              |

| Mice         | Target sequence at Csn1s2b-IE                             |
|--------------|-----------------------------------------------------------|
| WT           | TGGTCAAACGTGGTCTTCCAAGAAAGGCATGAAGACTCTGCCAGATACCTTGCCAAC |
| ΔIE-S (3bp)  | TGGTCAAACGTGGTCTTCCAA---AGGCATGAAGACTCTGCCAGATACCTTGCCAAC |
| ΔIE-S (14bp) | TGGTCAAACGTGG-----CATGAAGACTCTGCCAGATACCTTGCCAAC          |
| ΔIE (36bp)   | TGGTCAAA-----GATACCTTGCCAAC                               |

| Mice      | Target sequence at Csn1s2b-P                                |
|-----------|-------------------------------------------------------------|
| WT        | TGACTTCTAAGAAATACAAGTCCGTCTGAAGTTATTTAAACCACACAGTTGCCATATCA |
| ΔP (18bp) | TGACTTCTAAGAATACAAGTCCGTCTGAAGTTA-----CCATATCA              |

| Mice | Target sequence at SE                                           |
|------|-----------------------------------------------------------------|
|      | 9 kb                                                            |
| WT   | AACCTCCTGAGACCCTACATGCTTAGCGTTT...GTGAGCTCACTCCTGTCTAGTGAAGAACA |
| ΔSE  | AACCTCCTGAG-----...-----TGGAAGAACA                              |

# Supplementary material for: Redundant and non-redundant cytokine-activated enhancers control Csn1s2b expression in the lactating mouse mammary gland
**Source:** Nat Commun. 2021 Apr 14;12:2239. doi: 10.1038/s41467-021-22500-w
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: GEO numbers of ChIP-seq and RNA-seq data

# Supplementary material for: Redundant and non-redundant cytokine-activated enhancers control Csn1s2b expression in the lactating mouse mammary gland
**Source:** Nat Commun. 2021 Apr 14;12:2239. doi: 10.1038/s41467-021-22500-w
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | ChIP-seq and RNA-seq data in GEO were downloaded using Sratoolkit (version 2.10.9) and newly generated ChIP-seq and RNA-seq reads were collected using HCS 3.4.0 software for HiSeq 3000 and HCS2.2.68 software for HiSeq 2500.                                                                                                                                                                                                            |
| Data analysis   | FastQC tool (version 0.11.9); Trimmomatic (version 0.36); Bowtie (version 1.2.2); Samtools (version 1.8); Picard (version 2.9.2); Homer (version 4.8.2); DeepTools (version 3.1.3); IGV (version 2.5.3); MACS (version 2.2.7.1); Bedtools (version 2.29.2); STAR RNA-seq (version 2.5.4a); HTSeq (version 0.9.1); R (version 3.6.3); Bioconductor (version 3.10); DESeq2; RUVSeq package; dplyr; ggplot2, GraphPad Prism 8 (version 8.2.0) |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All data were obtained or uploaded to Gene Expression Omnibus (GEO). ChIP-seq data of wild-type tissue at L1 and L10 were obtained under GSE74826, GSE115370, GSE145193, GSE127144 and GSE145193. RNA-seq data for WT at p18, L1 and L10 were downloaded from GSE127140 and GSE115370. The ChIP-seq and RNA-seq data from WT and mutant mice were uploaded in GSE161620. All files were summarized in Supplementary Table 4 and aligned to reference genome mm10.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | 11 mutant mouse lines with deletions of regulatory elements were generated. No statistical methods were used to determine sample size. In general, at least three independent replicates were performed in all experiments. When possible, we have aimed for the replication of the animal experiments in at least two different cohorts. The sample size used for each experiment is indicated at the corresponding figure legend in the manuscript. |
| Data exclusions | None of data were excluded in the data analysis.                                                                                                                                                                                                                                                                                                                                                                                                      |
| Replication     | The number of independent replicates for each experiment is indicated at the corresponding figure legend in the manuscript. In general, at least three independent replicates and two independent ChIP-seq replicates were performed.                                                                                                                                                                                                                 |
| Randomization   | In all animal studies, groups were allocated randomly. Age and gender-matched animals were used in all the experiments.                                                                                                                                                                                                                                                                                                                               |
| Blinding        | For all animal studies, the investigators were blind to group allocation. Blinding was not applicable to the rest of experiments.                                                                                                                                                                                                                                                                                                                     |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | 5-10 ug of antibodies were added in 1 mg of total proteins (1ml solution).<br>STAT5A (Santa Cruz Biotechnology, sc-1081 and sc-271542), GR (Thermo Fisher Scientific, PA1-511A), NFIB (Sigma-Aldrich, HPA003956), MED1 (Bethyl Laboratory, A300-793A), H3K27ac (Abcam, ab4729), RNA polymerase II (Abcam, ab5408), H3K4me1 (Active Motif, 39297) and H3K4me3 (Millipore, 07-473)                                                                                                                                                                                                                                                                                                                                                                                              |
| Validation      | Previous papers from our group - PMID: 27376239, 30285185, 27694626, 32636391, 28009300, 28714474, 28334928, 32321991, 26446995, 27215382, 127139<br><br>STAT5A - PMID: 27376239, 30285185, 27694626, 32636391, 28009300, 28334928, 32321991, 26446995, 127139<br>GR - PMID: 27376239, 30285185, 27694626, 32636391, 28009300, 28334928, 127139<br>NFIB - PMID: 27376239<br>MED1 - PMID: 27376239, 30285185, 26446995<br>H3K27ac - PMID: 27376239, 30285185, 27694626, 32636391, 28009300, 28714474, 28334928, 32321991, 26446995, 127139<br>RNA polymerase II - PMID: 27376239, 30285185, 32636391, 28334928, 32321991, 26446995, 127139<br>H3K4me1 - PMID: 27215382, 127139<br>H3K4me3 - PMID: 27376239, 32636391, 28009300, 28714474, 32321991, 26446995, 27215382, 127139 |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                            |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | C57BL/6N mice (Charles River Laboratories, MD) were used to generate CRISPR/Cas9 targeted mice and as a normal condition. All mice were 8-12 weeks and the mammary gland tissues at specific time points were harvested from pregnant or lactating females. Mice were housed in an environmentally controlled room (22-24 °C, with 50 ± 5% humidity and 12 h / 12 h light–dark cycle).     |
| Wild animals            | No wild animals were used in the study.                                                                                                                                                                                                                                                                                                                                                    |
| Field-collected samples | Mammary gland tissues from specific stages during pregnancy and lactation were harvested, and stored at -80°C.                                                                                                                                                                                                                                                                             |
| Ethics oversight        | All animals were housed and handled according to the guidelines of the Animal Care and Use Committee (ACUC) of the NIH ( <a href="https://oacu.oir.nih.gov">https://oacu.oir.nih.gov</a> ) and all animal experiments were approved by the ACUC of National Institute of Diabetes and Digestive and Kidney Diseases (NIDDK, MD) and performed under the NIDDK animal protocol K089-LGP-17. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE161620  
*May remain private before publication.* secure token: k1elgugifhgrdyf

Files in database submission

```

delCsn1s2b-DE-N_L10_GR_rep1.fastq.gz
delCsn1s2b-DE-N_L10_GR_rep2.fastq.gz
delCsn1s2b-DE-N_L10_H3K27ac_rep1.fastq.gz
delCsn1s2b-DE-N_L10_H3K27ac_rep2.fastq.gz
delCsn1s2b-DE-N_L10_NFIB_rep1.fastq.gz
delCsn1s2b-DE-N_L10_NFIB_rep2.fastq.gz
delCsn1s2b-DE-N_L10_PolII_rep1.fastq.gz
delCsn1s2b-DE-N_L10_PolII_rep2.fastq.gz
delCsn1s2b-DE-N_L10_STAT5_rep1.fastq.gz
delCsn1s2b-DE-N_L10_STAT5_rep2.fastq.gz
delCsn1s2b-DE-N-S1-S3_L10_GR_rep1.fastq.gz
delCsn1s2b-DE-N-S1-S3_L10_GR_rep2.fastq.gz
delCsn1s2b-DE-N-S1-S3_L10_H3K27ac_rep1.fastq.gz
delCsn1s2b-DE-N-S1-S3_L10_H3K27ac_rep2.fastq.gz
delCsn1s2b-DE-N-S1-S3_L10_NFIB_rep1.fastq.gz
delCsn1s2b-DE-N-S1-S3_L10_NFIB_rep2.fastq.gz
delCsn1s2b-DE-N-S1-S3_L10_PolII_rep1.fastq.gz
delCsn1s2b-DE-N-S1-S3_L10_PolII_rep2.fastq.gz
delCsn1s2b-DE-N-S1-S3_L10_STAT5_rep1.fastq.gz
delCsn1s2b-DE-N-S1-S3_L10_STAT5_rep2.fastq.gz
delCsn1s2b-DE-N-S2_L10_GR_rep1.fastq.gz
delCsn1s2b-DE-N-S2_L10_GR_rep2.fastq.gz
delCsn1s2b-DE-N-S2_L10_H3K27ac_rep1.fastq.gz
delCsn1s2b-DE-N-S2_L10_H3K27ac_rep2.fastq.gz
delCsn1s2b-DE-N-S2_L10_NFIB_rep1.fastq.gz
delCsn1s2b-DE-N-S2_L10_NFIB_rep2.fastq.gz
delCsn1s2b-DE-N-S2_L10_PolII_rep1.fastq.gz
delCsn1s2b-DE-N-S2_L10_PolII_rep2.fastq.gz
delCsn1s2b-DE-N-S2_L10_STAT5_rep1.fastq.gz
delCsn1s2b-DE-N-S2_L10_STAT5_rep2.fastq.gz
delCsn1s2b-DE-N-S3_L10_GR_rep1.fastq.gz
delCsn1s2b-DE-N-S3_L10_GR_rep2.fastq.gz
delCsn1s2b-DE-N-S3_L10_H3K27ac_rep1.fastq.gz
delCsn1s2b-DE-N-S3_L10_H3K27ac_rep2.fastq.gz
delCsn1s2b-DE-N-S3_L10_NFIB_rep1.fastq.gz
delCsn1s2b-DE-N-S3_L10_NFIB_rep2.fastq.gz
delCsn1s2b-DE-N-S3_L10_PolII_rep1.fastq.gz
delCsn1s2b-DE-N-S3_L10_PolII_rep2.fastq.gz
delCsn1s2b-DE-N-S3_L10_STAT5_rep1.fastq.gz
delCsn1s2b-DE-N-S3_L10_STAT5_rep2.fastq.gz
delCsn1s2b-DE-S2_L10_GR_rep1.fastq.gz
delCsn1s2b-DE-S2_L10_GR_rep2.fastq.gz
delCsn1s2b-DE-S2_L10_H3K27ac_rep1.fastq.gz
delCsn1s2b-DE-S2_L10_H3K27ac_rep2.fastq.gz
delCsn1s2b-DE-S2_L10_NFIB_rep1.fastq.gz

```

delCsn1s2b-DE-S2\_L10\_NFIB\_rep2.fastq.gz  
 delCsn1s2b-DE-S2\_L10\_PolII\_rep1.fastq.gz  
 delCsn1s2b-DE-S2\_L10\_PolII\_rep2.fastq.gz  
 delCsn1s2b-DE-S2\_L10\_STAT5\_rep1.fastq.gz  
 delCsn1s2b-DE-S2\_L10\_STAT5\_rep2.fastq.gz  
 delCsn1s2b-DE-S2-S3\_L10\_GR\_rep1.fastq.gz  
 delCsn1s2b-DE-S2-S3\_L10\_GR\_rep2.fastq.gz  
 delCsn1s2b-DE-S2-S3\_L10\_H3K27ac\_rep1.fastq.gz  
 delCsn1s2b-DE-S2-S3\_L10\_H3K27ac\_rep2.fastq.gz  
 delCsn1s2b-DE-S2-S3\_L10\_NFIB\_rep1.fastq.gz  
 delCsn1s2b-DE-S2-S3\_L10\_NFIB\_rep2.fastq.gz  
 delCsn1s2b-DE-S2-S3\_L10\_PolII\_rep1.fastq.gz  
 delCsn1s2b-DE-S2-S3\_L10\_PolII\_rep2.fastq.gz  
 delCsn1s2b-DE-S2-S3\_L10\_STAT5\_rep1.fastq.gz  
 delCsn1s2b-DE-S2-S3\_L10\_STAT5\_rep2.fastq.gz  
 delCsn1s2b-IE\_L1\_H3K27ac\_rep1.fastq.gz  
 delCsn1s2b-IE\_L1\_NFIB\_rep1.fastq.gz  
 delCsn1s2b-IE\_L1\_PolII\_rep1.fastq.gz  
 delCsn1s2b-IE\_L1\_STAT5\_rep1.fastq.gz  
 delCsn1s2b-IE\_L1\_STAT5\_rep2.fastq.gz  
 delCsn1s2b-IE\_L10\_GR\_rep1.fastq.gz  
 delCsn1s2b-IE\_L10\_GR\_rep2.fastq.gz  
 delCsn1s2b-IE\_L10\_H3K27ac\_rep1.fastq.gz  
 delCsn1s2b-IE\_L10\_H3K27ac\_rep2.fastq.gz  
 delCsn1s2b-IE\_L10\_NFIB\_rep1.fastq.gz  
 delCsn1s2b-IE\_L10\_NFIB\_rep2.fastq.gz  
 delCsn1s2b-IE\_L10\_PolII\_rep1.fastq.gz  
 delCsn1s2b-IE\_L10\_PolII\_rep2.fastq.gz  
 delCsn1s2b-IE\_L10\_STAT5\_rep1.fastq.gz  
 delCsn1s2b-IE\_L10\_STAT5\_rep2.fastq.gz  
 delCsn1s2b-P\_L10\_GR\_rep1.fastq.gz  
 delCsn1s2b-P\_L10\_H3K4me1\_rep1.fastq.gz  
 delCsn1s2b-P\_L10\_H3K4me3\_rep1.fastq.gz  
 delCsn1s2b-P\_L10\_H3K27ac\_rep1.fastq.gz  
 delCsn1s2b-P\_L10\_NFIB\_rep1.fastq.gz  
 delCsn1s2b-P\_L10\_PolII\_rep1.fastq.gz  
 delCsn1s2b-P\_L10\_STAT5\_rep1.fastq.gz  
 delS1-4\_L1\_NFIB\_rep1.fastq.gz  
 delS1-4\_L1\_NFIB\_rep2.fastq.gz  
 WT\_L1\_PolII\_rep1.fastq.gz  
 WT\_L1\_PolII\_rep2.fastq.gz  
 WT\_L10\_H3K4me1\_rep1.fastq.gz  
 WT\_L10\_H3K4me1\_rep2.fastq.gz  
 WT\_L10\_H3K4me1\_rep3.fastq.gz  
 WT\_L10\_H3K4me3\_rep1.fastq.gz  
 WT\_L10\_H3K4me3\_rep2.fastq.gz  
 WT\_L10\_NFIB\_rep1.fastq.gz  
 WT\_L10\_NFIB\_rep2.fastq.gz  
 WT\_p18\_GR\_rep1.fastq.gz  
 WT\_p18\_GR\_rep2.fastq.gz  
 WT\_p18\_H3K27ac\_rep1.fastq.gz  
 WT\_p18\_H3K27ac\_rep2.fastq.gz  
 WT\_p18\_PolII\_rep1.fastq.gz  
 WT\_p18\_STAT5\_rep1.fastq.gz  
 WT\_p18\_STAT5\_rep2.fastq.gz  
 delCsn1s2b-DE-N\_L10\_GR\_rep1.ucsc.bedGraph.gz.tdf  
 delCsn1s2b-DE-N\_L10\_GR\_rep2.ucsc.bedGraph.gz.tdf  
 delCsn1s2b-DE-N\_L10\_H3K27ac\_rep1.ucsc.bedGraph.gz.tdf  
 delCsn1s2b-DE-N\_L10\_H3K27ac\_rep2.ucsc.bedGraph.gz.tdf  
 delCsn1s2b-DE-N\_L10\_NFIB\_rep1.ucsc.bedGraph.gz.tdf  
 delCsn1s2b-DE-N\_L10\_NFIB\_rep2.ucsc.bedGraph.gz.tdf  
 delCsn1s2b-DE-N\_L10\_PolII\_rep1.ucsc.bedGraph.gz.tdf  
 delCsn1s2b-DE-N\_L10\_PolII\_rep2.ucsc.bedGraph.gz.tdf  
 delCsn1s2b-DE-N\_L10\_STAT5\_rep1.ucsc.bedGraph.gz.tdf  
 delCsn1s2b-DE-N\_L10\_STAT5\_rep2.ucsc.bedGraph.gz.tdf  
 delCsn1s2b-DE-N-S1-S3\_L10\_GR\_rep1.ucsc.bedGraph.gz.tdf  
 delCsn1s2b-DE-N-S1-S3\_L10\_GR\_rep2.ucsc.bedGraph.gz.tdf  
 delCsn1s2b-DE-N-S1-S3\_L10\_H3K27ac\_rep1.ucsc.bedGraph.gz.tdf  
 delCsn1s2b-DE-N-S1-S3\_L10\_H3K27ac\_rep2.ucsc.bedGraph.gz.tdf  
 delCsn1s2b-DE-N-S1-S3\_L10\_NFIB\_rep1.ucsc.bedGraph.gz.tdf  
 delCsn1s2b-DE-N-S1-S3\_L10\_NFIB\_rep2.ucsc.bedGraph.gz.tdf  
 delCsn1s2b-DE-N-S1-S3\_L10\_PolII\_rep1.ucsc.bedGraph.gz.tdf  
 delCsn1s2b-DE-N-S1-S3\_L10\_PolII\_rep2.ucsc.bedGraph.gz.tdf  
 delCsn1s2b-DE-N-S1-S3\_L10\_STAT5\_rep1.ucsc.bedGraph.gz.tdf  
 delCsn1s2b-DE-N-S1-S3\_L10\_STAT5\_rep2.ucsc.bedGraph.gz.tdf  
 delCsn1s2b-DE-N-S2\_L10\_GR\_rep1.ucsc.bedGraph.gz.tdf

delCsn1s2b-DE-N-S2\_L10\_GR\_rep2.ucsc.bedGraph.gz.tdf  
delCsn1s2b-DE-N-S2\_L10\_H3K27ac\_rep1.ucsc.bedGraph.gz.tdf  
delCsn1s2b-DE-N-S2\_L10\_H3K27ac\_rep2.ucsc.bedGraph.gz.tdf  
delCsn1s2b-DE-N-S2\_L10\_NFIB\_rep1.ucsc.bedGraph.gz.tdf  
delCsn1s2b-DE-N-S2\_L10\_NFIB\_rep2.ucsc.bedGraph.gz.tdf  
delCsn1s2b-DE-N-S2\_L10\_PolII\_rep1.ucsc.bedGraph.gz.tdf  
delCsn1s2b-DE-N-S2\_L10\_PolII\_rep2.ucsc.bedGraph.gz.tdf  
delCsn1s2b-DE-N-S2\_L10\_STAT5\_rep1.ucsc.bedGraph.gz.tdf  
delCsn1s2b-DE-N-S2\_L10\_STAT5\_rep2.ucsc.bedGraph.gz.tdf  
delCsn1s2b-DE-N-S3\_L10\_GR\_rep1.ucsc.bedGraph.gz.tdf  
delCsn1s2b-DE-N-S3\_L10\_GR\_rep2.ucsc.bedGraph.gz.tdf  
delCsn1s2b-DE-N-S3\_L10\_H3K27ac\_rep1.ucsc.bedGraph.gz.tdf  
delCsn1s2b-DE-N-S3\_L10\_H3K27ac\_rep2.ucsc.bedGraph.gz.tdf  
delCsn1s2b-DE-N-S3\_L10\_NFIB\_rep1.ucsc.bedGraph.gz.tdf  
delCsn1s2b-DE-N-S3\_L10\_NFIB\_rep2.ucsc.bedGraph.gz.tdf  
delCsn1s2b-DE-N-S3\_L10\_PolII\_rep1.ucsc.bedGraph.gz.tdf  
delCsn1s2b-DE-N-S3\_L10\_PolII\_rep2.ucsc.bedGraph.gz.tdf  
delCsn1s2b-DE-N-S3\_L10\_STAT5\_rep1.ucsc.bedGraph.gz.tdf  
delCsn1s2b-DE-N-S3\_L10\_STAT5\_rep2.ucsc.bedGraph.gz.tdf  
delCsn1s2b-DE-S2\_L10\_GR\_rep1.ucsc.bedGraph.gz.tdf  
delCsn1s2b-DE-S2\_L10\_GR\_rep2.ucsc.bedGraph.gz.tdf  
delCsn1s2b-DE-S2\_L10\_H3K27ac\_rep1.ucsc.bedGraph.gz.tdf  
delCsn1s2b-DE-S2\_L10\_H3K27ac\_rep2.ucsc.bedGraph.gz.tdf  
delCsn1s2b-DE-S2\_L10\_NFIB\_rep1.ucsc.bedGraph.gz.tdf  
delCsn1s2b-DE-S2\_L10\_NFIB\_rep2.ucsc.bedGraph.gz.tdf  
delCsn1s2b-DE-S2\_L10\_PolII\_rep1.ucsc.bedGraph.gz.tdf  
delCsn1s2b-DE-S2\_L10\_PolII\_rep2.ucsc.bedGraph.gz.tdf  
delCsn1s2b-DE-S2\_L10\_STAT5\_rep1.ucsc.bedGraph.gz.tdf  
delCsn1s2b-DE-S2\_L10\_STAT5\_rep2.ucsc.bedGraph.gz.tdf  
delCsn1s2b-DE-S2-S3\_L10\_GR\_rep1.ucsc.bedGraph.gz.tdf  
delCsn1s2b-DE-S2-S3\_L10\_GR\_rep2.ucsc.bedGraph.gz.tdf  
delCsn1s2b-DE-S2-S3\_L10\_H3K27ac\_rep1.ucsc.bedGraph.gz.tdf  
delCsn1s2b-DE-S2-S3\_L10\_H3K27ac\_rep2.ucsc.bedGraph.gz.tdf  
delCsn1s2b-DE-S2-S3\_L10\_NFIB\_rep1.ucsc.bedGraph.gz.tdf  
delCsn1s2b-DE-S2-S3\_L10\_NFIB\_rep2.ucsc.bedGraph.gz.tdf  
delCsn1s2b-DE-S2-S3\_L10\_PolII\_rep1.ucsc.bedGraph.gz.tdf  
delCsn1s2b-DE-S2-S3\_L10\_PolII\_rep2.ucsc.bedGraph.gz.tdf  
delCsn1s2b-DE-S2-S3\_L10\_STAT5\_rep1.ucsc.bedGraph.gz.tdf  
delCsn1s2b-DE-S2-S3\_L10\_STAT5\_rep2.ucsc.bedGraph.gz.tdf  
delCsn1s2b-IE\_L1\_H3K27ac\_rep1.ucsc.bedGraph.gz.tdf  
delCsn1s2b-IE\_L1\_NFIB\_rep1.ucsc.bedGraph.gz.tdf  
delCsn1s2b-IE\_L1\_PolII\_rep1.ucsc.bedGraph.gz.tdf  
delCsn1s2b-IE\_L1\_STAT5\_rep1.ucsc.bedGraph.gz.tdf  
delCsn1s2b-IE\_L1\_STAT5\_rep2.ucsc.bedGraph.gz.tdf  
delCsn1s2b-IE\_L10\_GR\_rep1.ucsc.bedGraph.gz.tdf  
delCsn1s2b-IE\_L10\_GR\_rep2.ucsc.bedGraph.gz.tdf  
delCsn1s2b-IE\_L10\_H3K27ac\_rep1.ucsc.bedGraph.gz.tdf  
delCsn1s2b-IE\_L10\_H3K27ac\_rep2.ucsc.bedGraph.gz.tdf  
delCsn1s2b-IE\_L10\_NFIB\_rep1.ucsc.bedGraph.gz.tdf  
delCsn1s2b-IE\_L10\_NFIB\_rep2.ucsc.bedGraph.gz.tdf  
delCsn1s2b-IE\_L10\_PolII\_rep1.ucsc.bedGraph.gz.tdf  
delCsn1s2b-IE\_L10\_PolII\_rep2.ucsc.bedGraph.gz.tdf  
delCsn1s2b-IE\_L10\_STAT5\_rep1.ucsc.bedGraph.gz.tdf  
delCsn1s2b-IE\_L10\_STAT5\_rep2.ucsc.bedGraph.gz.tdf  
delCsn1s2b-P\_L10\_GR\_rep1.ucsc.bedGraph.gz.tdf  
delCsn1s2b-P\_L10\_H3K4me1\_rep1.ucsc.bedGraph.gz.tdf  
delCsn1s2b-P\_L10\_H3K4me3\_rep1.ucsc.bedGraph.gz.tdf  
delCsn1s2b-P\_L10\_H3K27ac\_rep1.ucsc.bedGraph.gz.tdf  
delCsn1s2b-P\_L10\_NFIB\_rep1.ucsc.bedGraph.gz.tdf  
delCsn1s2b-P\_L10\_PolII\_rep1.ucsc.bedGraph.gz.tdf  
delCsn1s2b-P\_L10\_STAT5\_rep1.ucsc.bedGraph.gz.tdf  
delS1-4\_L1\_NFIB\_rep1.ucsc.bedGraph.gz.tdf  
delS1-4\_L1\_NFIB\_rep2.ucsc.bedGraph.gz.tdf  
WT\_L1\_PolII\_rep1.ucsc.bedGraph.gz.tdf  
WT\_L1\_PolII\_rep2.ucsc.bedGraph.gz.tdf  
WT\_L10\_H3K4me1\_rep1.ucsc.bedGraph.gz.tdf  
WT\_L10\_H3K4me1\_rep2.ucsc.bedGraph.gz.tdf  
WT\_L10\_H3K4me1\_rep3.ucsc.bedGraph.gz.tdf  
WT\_L10\_H3K4me3\_rep1.ucsc.bedGraph.gz.tdf  
WT\_L10\_H3K4me3\_rep2.ucsc.bedGraph.gz.tdf  
WT\_L10\_NFIB\_rep1.ucsc.bedGraph.gz.tdf  
WT\_L10\_NFIB\_rep2.ucsc.bedGraph.gz.tdf  
WT\_p18\_GR\_rep1.ucsc.bedGraph.gz.tdf  
WT\_p18\_GR\_rep2.ucsc.bedGraph.gz.tdf  
WT\_p18\_H3K27ac\_rep1.ucsc.bedGraph.gz.tdf  
WT\_p18\_H3K27ac\_rep2.ucsc.bedGraph.gz.tdf

Genome browser session  
(e.g. [UCSC](#))

WT\_p18\_PolII\_rep1.ucsc.bedGraph.gz.tdf  
WT\_p18\_STAT5\_rep1.ucsc.bedGraph.gz.tdf  
WT\_p18\_STAT5\_rep2.ucsc.bedGraph.gz.tdf

[https://genome.ucsc.edu/cgi-bin/hgTracks?](https://genome.ucsc.edu/cgi-bin/hgTracks?db=mm10&lastVirtModeType=default&lastVirtModeExtraState=&virtModeType=default&virtMode=0&nonVirtPosition=&position=chr5%3A87762015%2D87894679&hgid=957092287_8igAv0Gisx9hbeD2tnkjcRGpAg)  
db=mm10&lastVirtModeType=default&lastVirtModeExtraState=&virtModeType=default&virtMode=0&nonVirtPosition=&po  
sition=chr5%3A87762015%2D87894679&hgid=957092287\_8igAv0Gisx9hbeD2tnkjcRGpAg

## Methodology

|                         |                                                                                                                                                                                                                                                                                                    |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | WT-p18-PolII, Csn1s2b-IE-L1 and Csn1s2b-P-L10 samples have one data set because they were not critical for the study. For all other ChIP-seq experiments more than two replicates were conducted.                                                                                                  |
| Sequencing depth        | All Sequencing was done as 51bp single end sequence. Sequencing was done to achieve > 30 million reads per biological replicate.                                                                                                                                                                   |
| Antibodies              | STAT5A (Santa Cruz Biotechnology, sc-1081 and sc-271542), GR (Thermo Fisher Scientific, PA1-511A), NFIB (Sigma-Aldrich, HPA003956), MED1 (Bethyl Laboratory, A300-793A), H3K27ac (Abcam, ab4729), RNA polymerase II (Abcam, ab5408), H3K4me1 (Active Motif, 39297) and H3K4me3 (Millipore, 07-473) |
| Peak calling parameters | MACS2 was used with default settings for peak calling.                                                                                                                                                                                                                                             |
| Data quality            | > 20000 peaks for transcription factors and > 100000 peaks for histone markers by q-value (< 0.001 for TFs, 0.1 or 0.5 for histone markers) were at 5% FDR and above 4-fold enrichment.                                                                                                            |
| Software                | FastQC tool (version 0.11.9); Trimmomatic (version 0.36);Bowtie (version 1.2.2); Samtools (version 1.8); Picard; Homer (version 4.8.2); DeepTools (version 3.1.3); IGV(version 2.5.3); MACS (version 2.2.7.1); Bedtools (version 2.29.2)                                                           |

How the deposited data were processed for this re-analysis (not part of the article)

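Total RNA-seq of mouse mammary tissue was analysed in 19 libraries. WT tissue gave 3 libraries at p6 and 3 at p18, and ΔSE tissue gave 4 at p6 and 4 at p18. A further 3 libraries at p18 carry labels for a deletion of a Csn1s2b enhancer (ΔCsn1s2bE) and 2 for a deletion of a Csn3 enhancer (ΔCsn3PE). The labels do not say which Csn1s2b enhancer was deleted, and the paper's text does not describe these 5 libraries. Their stage is taken from the stage label, whereas the extraction notes of the same libraries name WT tissue at L1 and L10, so that their stage is uncertain wherever p18 is given for them. Replicates are described by the paper as independent biological replicates.

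The deposited values are counts, which the authors made by trimming paired-end reads with Trimmomatic (version 0.36), aligning them to mm10 with STAR (version 2.5.4a) and counting reads per gene with HTSeq (version 0.9.1). The counts were not normalized before they were deposited. The authors then used R (version 3.6.3), Bioconductor (version 3.10), RUVSeq and DESeq2, steps that the counts do not include. Only the libraries of the single-enhancer lines held summary entries that name no gene, and these stayed out of library sizes and tests. Reads outside any gene made up 13.2 to 20.9% of those files, ambiguous reads 0.672 to 0.821% and reads without a unique alignment 8.57 to 9.62%.

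The reads in genes ranged from 12335272 to 15759945 in ΔSE tissue at p6 (median 14439178, n = 4) and from 26848053 to 28980070 in ΔCsn1s2bE tissue (median 27174862, n = 3), and were 29713062 and 30329601 in ΔCsn3PE tissue. The ribosomal RNA precursor Rn45s took 21.7 to 36.3% of the reads in ΔSE tissue at p6 and 0.0765 to 0.924% in the single-enhancer lines, so that these lines were sequenced more deeply for other genes. WT and ΔSE libraries form one set of labels and the single-enhancer lines another, without WT libraries of their own. Comparisons of these lines with WT tissue therefore cannot be separated from the difference between the sets.

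Counts were tested with edgeR (version 4.0.16) in R (version 4.3.3), by glmQLFit and glmQLFTest with TMM factors, on genes with at least 10 reads in total. Calls are genes with a Benjamini-Hochberg adjusted p under 0.05, with no minimum fold change. One model of 4 groups held the 14 WT and ΔSE libraries (17844 genes) and another of 3 groups held the 8 libraries of WT and single-enhancer tissue at p18 (17125 genes). Standard errors of log2 fold changes were derived from the F statistic. Lists of genes for pathways and cell types were tested with camera from limma (version 3.58.1), at a preset correlation of 0.01 and again with an estimated correlation, where at least 3 members were tested. Levels as a percent of WT are ratios of group means, with an exact two-sided permutation test of log2 values whose one-sided p was doubled.

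Genes named in the text were chosen by a rule. It takes the casein genes, their interspersed and flanking genes, the genes the paper names, in each comparison the 10 largest positive and the 10 largest negative log2 fold changes among called genes with a mean of at least 50 normalized counts and no overlap between groups, and up to 4 members of each list with the smallest p among those that pass. Symbols of predicted genes were left out of the ranked part. For the interaction of genotype and stage the condition of no overlap does not apply. A result of this rule for WT tissue at p18 against p6 is not reported here. Genes named outside this rule were chosen after their values were seen. These are G530011O06Rik, the muscle and lactose genes given as examples, Trap1 and Mid1 levels per library, and genes in which 1 library stood apart.

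Alternatives were DESeq2 (version 1.42.0), other scalings, other filters, thinned counts, a minimum log2 fold change of 1, 1 factor of unwanted variation estimated from all genes but the 5000 with the smallest p, a fit of only the 2 groups compared, the replicate number as a block, and each library left out in turn. Muscle content as a covariate was added after the data were examined. A change of sign was counted as reversed only where the result or its alternative was called, and otherwise as moved. The list of mitochondrially encoded genes had 0 of 13 members in the counts and was not used. Coordinates are those of GRCm38 (mm10), and Csn1s2a and Csn1s2b may share reads as duplicated genes. The tests were also run on simulated data. In the comparison of ΔSE with WT at p18, 200 of 17630 genes were changed. There edgeR recovered 75% of those changed 2-fold and 95% of those changed 4-fold, with 12 false calls among 182. DESeq2 recovered 84% and 96%, with 35 false calls among 215. For the interaction, edgeR recovered 37% of genes changed 2-fold and 93% of those changed 4-fold, with 5 false calls among 135.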

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

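The tests on label sets, macrophages, plasma cells, chromosome 5 and a background variant were chosen only after the results were seen.

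In the 66 groups of 4 libraries checked, chance sets a library apart in about 1 of 20 groups, and 6 were found. Csn1s2b mRNA stood at 9.77 normalized CPM in ΔSE replicate 4 at p6 and at 0 to 0.109 in the other 3 libraries. In the same library Nfib was at 244 (335 to 345 in the others) and Nr3c1 at 163 (127 to 132). Xist was at 124 in ΔSE replicate 2 at p6 and at 1172 to 1416 in the others. G530011O06Rik was at 1.29 in ΔSE replicate 3 at p6 and at 0.599 to 0.680 in the others. Trap1 was at 35.7 in ΔSE replicate 3 at p18 and at 65.2 to 69.8 in the others.

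The effect of the SE deletion differed between p18 and p6 for 27 genes by edgeR's test of the interaction, with adjusted p-values of 0.0446 to 0.0492 for the named genes. The log2 difference was positive for Plxnb1 (2.04), Rasal1 (1.80), Thbs1 (1.74), Icam1 (1.70), Nfkb2 (1.67), Fzd5 (1.66), Clca3a2 (1.46), Nfkbia (1.42), Spns2 (1.41) and Pard6b (1.37). It was negative for Cpa3 (-2.58), Glrx (-1.79), Tmem165 (-1.64), Lsp1 (-1.51), Myeov2 (-1.46), Wls (-1.16), Yipf5 (-1.12), Atp6v0b (-0.96) and Tvp23b (-0.94). Leaving out 1 library gave 0 calls in 9 of 14 fits (2202 to 3076 genes at an unadjusted p under 0.05) and 1036 calls without WT replicate 2 at p6, and DESeq2 called 584. Of 100 splits of the libraries, 3 gave at least as many calls, the real one among them, and the highest other gave 236. The splits move genotype labels within 1 or both stages, and the one with 236 calls kept those at p18, so that genotype effects within a stage enter the counts and the interaction is not tested alone. Whether chance gives 27 calls cannot be told apart.

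The paper does not report on ΔSE tissue at p6, where 183 genes passed, nor on the single-enhancer lines, p18 by their stage label, where 5526 genes passed in ΔCsn1s2bE and 4321 in ΔCsn3PE tissue against WT, and 31 between the lines. Csn3 had log2 fold changes of -6.00 in ΔSE tissue at p18, -7.13 in ΔSE tissue at p6 and 4.29 in ΔCsn1s2bE against ΔCsn3PE tissue. For ΔSE tissue at p6, 1 of 35 splits, the real one, called as many genes, the smallest share that 35 splits allow. The highest other, which put WT replicate 2 with ΔSE replicates 2, 3 and 4, called 141. Chance is argued against but not excluded for the 183 calls. That count was 8 to 52 without WT replicate 1 or 3 or ΔSE replicate 2, 3 or 4, 123 without ΔSE replicate 1 and 1767 without WT replicate 2, and edgeR called 0 with only the 2 groups compared (2157 at an unadjusted p under 0.05), while DESeq2 called 908 with all 4 groups. For ΔSE tissue at p18, 1 of 35 splits, the real one, called as many as its 56 genes and the highest other called 1. Chance is argued against there too. The count of 56 became 6 to 21 in the 6 fits without 1 library other than WT replicate 3 and 104 without that one. With 10 splits of 3 libraries against 3 the share cannot fall under 0.05 for WT tissue at p18 against p6 (5279 calls, highest other 0) or for ΔCsn1s2bE tissue against WT (5526 calls, highest other 63).

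Interferon response genes were lower in ΔCsn1s2bE than in ΔCsn3PE tissue, with 10 of 15 called (14 when adjusted over the list alone) and a median log2 fold change of -2.85. A difference between the label sets is argued against by the median of -0.052 in ΔCsn3PE tissue against WT, and the sets are the same in the comparison of the lines. A lower share of macrophages is argued against by the median of -0.32 for the macrophage list. Involution and acute phase genes were also lower between the lines, 13 of 18 at an unadjusted p under 0.05 (3 by DESeq2). Against WT, 13 of 18 passed that level in ΔCsn3PE tissue, 0 of them lower. In ΔCsn1s2bE tissue 4 passed it, 2 of them lower. Whether this list and the interferon list share a cause was not tested. The plasma cell list had a median of -1.74 between the lines, but against WT its median was 0.61 in ΔCsn1s2bE tissue, where that of the interferon list was -3.38 (standard error 0.52), and 2.37 in ΔCsn3PE tissue, which goes against a lower share of plasma cells as far as tissue of the 2 label sets can be compared. Of 29 genes called lower, 6 lie on chromosome 5 and 23 elsewhere. This count cannot decide on linkage to the casein locus, since the position of the responding genes does not show where a linked cause lies. The share of all genes on chromosome 5 was not compared. A difference that follows from the deletions themselves stays open and was not tested.

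Mid1 and G530011O06Rik, which overlap on chromosome X so that their reads may not be independent, were lower and Trap1 higher in ΔSE tissue at both stages, which share no libraries (Mid1 -2.71 at p18 and -2.75 at p6, Trap1 2.14 and 1.33). A difference in depth is argued against because 3 of the 3 genes passed at both stages after counts were thinned. Mid1 was also at 4.56 normalized CPM in ΔCsn3PE and 5.44 in ΔCsn1s2bE tissue against 18.6 in WT tissue. G530011O06Rik was at 1.33 and 1.35 against 5.50. The single-enhancer lines belong to another set of labels than WT tissue, so these values cannot decide whether the effect needs the SE deletion. A background variant carried by the lines still cannot be told apart from an effect of the deletion, since these lines also differ from WT tissue in their set of labels. Within the single-enhancer lines Trap1 fell into separate levels, with a largest gap of 2.07 on the log2 scale between neighbouring libraries, and this test was set after those levels were seen.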

How the results depend on the processing

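The test with muscle content as a covariate was chosen only after the data were examined. Over the alternatives run for each kind of result, comparisons kept their count within 1.5 times in 72 cases and moved in 58, and levels as a percent of WT stayed within the spread of the ΔSE libraries in 27 cases and moved in 1. Lists kept their call and direction in 1477 cases, moved in 104, were gained in 71, lost in 197 and reversed in 7. Named genes kept theirs in 3993 cases, moved in 105, were gained in 55, lost in 1108 and reversed in 6. Read depth limits genes near 3 counts per library, and Rn45s reads lower it further in WT and ΔSE libraries. The model of 4 groups shares its estimate of the spread between stages, although replicates tended to differ more at p6 than at p18. Compared with a fit of only the 2 groups, this can lower the calls at p18 and raise those at p6. Where no cause is given below, the cause was not tested.

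For WT tissue at p18 against p6, 5279 calls became 2040 at a log2 fold change over 1, 8 with 1 factor of unwanted variation and 3478 with only the 2 groups compared, and ran from 3867 to 5118 without 1 library. That factor can carry the stage difference itself, as given above. With it Myh7 was at 0.86, Stat5a at -0.39, Oas2 at 0.086, Mx2 at 0.018, Mbp at 0.17 and S100b at 0.29.

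For ΔSE tissue at p18, 56 calls became 31 at a log2 fold change over 1, 496 by DESeq2, 13 with library totals only, 102 with no filter, 824 with only the 2 groups compared (56 shared), and 24 with muscle content as a covariate (14 shared), and ran from 6 to 104 without 1 library. Csn1s2b as a percent of WT ran from 3.96 to 13.4 without 1 library and was 11.8 as the mean of same-numbered ratios. For ΔSE tissue at p6, 183 calls became 102 at a log2 fold change over 1, 908 by DESeq2, 37 with library totals only, 277 with no filter, 20 with 1 factor of unwanted variation, 439 with muscle content as a covariate and, by edgeR, 0 with only the 2 groups compared (2157 at an unadjusted p under 0.05), and ran from 8 (without ΔSE replicate 4) to 1767 (without WT replicate 2) without 1 library.

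For the interaction, 27 calls became 584 by DESeq2, 94 with no filter, 7 with muscle content as a covariate and, by edgeR, 0 with library totals only (2243 unadjusted) and 0 with 1 factor of unwanted variation (1755 unadjusted), and ran from 0 to 1036 without 1 library. With library totals the median of all genes went from -0.058 to -0.28 for the interaction, from -0.040 to -0.10 for ΔSE at p18 and from 0.0079 to 0.16 at p6. For the single-enhancer lines, a log2 fold change over 1 left 1424 of 5526 calls for ΔCsn1s2bE and 1237 of 4321 for ΔCsn3PE tissue against WT, and without 1 library they ran from 3755 to 4869 and from 1327 to 3259. Between the lines, 31 calls became 96 by DESeq2, 58 with no filter and 9 with only the 2 groups compared, and ran from 19 to 32 without 1 library. Leaving out 1 library turned the direction of the list of myoepithelial cells in ΔSE tissue at p6 (adjusted p from 1.1e-05 to 0.742 over these fits) and, between the lines, of lactose synthesis and transport (0.000446 to 0.897), milk proteins outside the casein locus (2.2e-13 to 0.384), circadian clock (9.5e-08 to 0.823), unfolded protein response (3.0e-06 to 0.606) and milk lipid synthesis (0.00395 to 0.420).

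Same-numbered libraries were checked for pairing before the blocked fits were compared. Their correlations were 0.207, 0.083 and 0.090 for stage, 0.116, 0.066 and 0.022 for ΔSE at p18, -0.073, 0.039 and -0.239 at p6, 0.078, -0.0085 and 0.380 for ΔCsn1s2bE, 0.365 and -0.019 for ΔCsn3PE and -0.422 and -0.643 between the lines, so that the libraries share only a number. With the replicate block, ΔSE tissue had 1044 calls at p18 and 1 at p6, and edgeR gave 0 for the interaction (2006 unadjusted) and 0 between the lines (287 unadjusted). Since the number does not pair the libraries, these counts lend no support for or against a call.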

Differences from the paper's values

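The paper's text gives a reduction of Csn1s2b mRNA in ΔSE tissue at p18 of more than 90%, with no error beside it, and the value found here was 93.4%. Of the alternatives set before the data were examined, 2 fell below the paper's bound, 86.6% without WT replicate 1 and 88.2% as the mean of same-numbered ratios. The value of 88.2% rests on libraries that share only a number and leaves out ΔSE replicate 4, which has no WT library of its number. The paper's reduction of Csn1s2a mRNA is about 40%, against 42.0% here.

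The legend of Fig. 5c gives 2 p-values for Csn1s2a and Csn1s2b at p18 without naming the gene of each. The paper's text calls the reduction of Csn1s2a not significant. The p-value under 0.05 is therefore taken here as that of Csn1s2b. Over all genes Csn1s2b did not pass in edgeR's quasi-likelihood test (adjusted p = 0.0879). It did pass when adjusted over the list of 5 casein genes alone, and over all genes when only the 2 groups compared were fitted. Both the scope of the adjustment and the libraries in the fit therefore matter here. The p6 libraries enter the shared spread of the model of 4 groups. They held 201 Csn1s2b reads in ΔSE replicate 4 and 0 to 2 in the other ΔSE libraries. How far this raised the p-value at p18 was not tested. The exact permutation test gave the smallest p that 4 libraries against 3 allow, 0.0571. Of the alternatives set before the data were examined, the fit of only the 2 groups compared called Csn1s2b (adjusted p = 0.00174). The fit with the replicate number as a block also called it (adjusted p = 4.7e-06). That block lends no support, since same-numbered libraries share only a number and ΔSE replicate 4 has no WT library of its number. The adjusted p ran from 4.7e-06 to 0.330 over all 18 settings. DESeq2 gave an adjusted p of 0.133.

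The paper states that the reduction of Csn1s2a mRNA at p18 was not significant, and Csn1s2a did not pass here (adjusted p = 0.702 in edgeR). Only the fit with the replicate number as a block called it (adjusted p = 0.0384, range over its alternatives 0.0384 to 0.845). Same-numbered libraries share only a number, so that fit lends no support to a call. The paper also states that the SE does not overtly control Csn1s2a in pregnancy. In ΔSE tissue at p6, a stage the paper does not report, Csn1s2a had a log2 fold change of -4.85 (adjusted p = 0.0183 in edgeR), although its libraries overlapped with WT replicate 2 and the call was lost in 5 of 18 alternatives. These included the fits without ΔSE replicate 3 or 4 (adjusted p = 0.0513 and 0.0666) and with 1 factor of unwanted variation (0.0541). They also included the fits with only the 2 groups compared (0.251) and with the replicate number as a block (0.625). In the same tissue 15 of 19 milk protein genes outside the locus were lower at an unadjusted p under 0.05 (11 by DESeq2). The fall at p6 was thus not particular to the casein locus.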

Other observations

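The tests on luminal epithelium and hormone-sensing cells were chosen only after the results were seen.

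In ΔSE tissue at p6, 4 of 5 casein genes were lower (4 when adjusted over the list alone), with log2 fold changes of -4.72 for Csn1s1 (standard error 0.85, adjusted p = 0.0242 from edgeR's quasi-likelihood test), -4.85 for Csn2 (standard error 0.81, adjusted p = 0.0195) and the largest for Csn3 (adjusted p = 0.00666). Csn1s2b had -0.41 (standard error 1.07, adjusted p = 0.898), with 1 ΔSE library, replicate 4, above all WT libraries, and -5.38 without it (adjusted p = 0.123). Of 19 milk protein genes outside the locus, 4 were lower (15 when adjusted over the list alone), among them Spp1 at -3.68 (standard error 0.68, adjusted p = 0.0250), Cel at -3.52 and Pigr, the transporter of antibodies into milk, at -3.42. Cish was at -1.25 (standard error 0.25, adjusted p = 0.0328) and Elf5 at -1.55 (standard error 0.34, adjusted p = 0.0458), and of 20 genes of the STAT5 pathway and enhancer factors 2 were lower (4 when adjusted over the list alone). Of 12 genes of fibroblasts and matrix, 1 was higher (11 when adjusted over the list alone), and Pamr1 was higher at 1.77 (standard error 0.25, adjusted p = 0.00825). With an estimated correlation the camera test gave an adjusted p of 0.175 for the casein genes and 0.184 for each of the milk protein, STAT5 and fibroblast lists. For Csn1s1, Csn2, Csn1s2a, Cel and Pigr the ΔSE libraries were not all below all WT libraries, whereas for Csn3 and Spp1 they were. WT replicate 2 held far less Csn1s1, Csn2, Csn1s2a and Csn3 than the other WT libraries at p6, as given above. Csn1s1 lost its call in 5 of 7 fits without 1 library, Csn2 in 3 and Cish in 6. Elf5, Cel and Pigr lost theirs in 5 each and Spp1 in 4, and Csn3 and Pamr1 in none. With only the 2 groups compared, Csn3 and the other casein genes called here did not pass (adjusted p = 0.192 to 0.267), and with 1 factor of unwanted variation Csn1s1, Csn2 and Csn1s2a did not (0.0511 to 0.0541). The difference between stages was not called for any casein gene by edgeR, 0 of 5 (3 higher and 1 lower when adjusted over the list alone, 4 at an unadjusted p under 0.05, 3 called by DESeq2).

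In the single-enhancer lines, which are p18 by their stage label while their extraction notes name lactation, Csn1s2b stood at 27.1, 48.9 and 35.9 normalized CPM in ΔCsn1s2bE tissue and at 222 and 119 in ΔCsn3PE tissue (log2 fold change -2.19, standard error 0.56, adjusted p = 0.350). Csn3 stood at 12963, 19727 and 13849 in ΔCsn1s2bE tissue and at 1312 and 270 in ΔCsn3PE tissue (adjusted p = 0.0200). This call was lost without ΔCsn1s2bE replicate 3 (adjusted p = 0.0746) and with only these 2 groups in the fit (adjusted p = 0.211). WT means at p18 were 110 for Csn1s2b and 6170 for Csn3. By its mean, Csn1s2b was below WT in ΔCsn1s2bE tissue (mean 37.3) and above it in ΔCsn3PE tissue (171). Both differences lay within the SD of the WT libraries, 97.3 (n = 3). Csn3 was below WT in ΔCsn3PE tissue (mean 791) and above it in ΔCsn1s2bE tissue (15513). The call of Csn1s2b in ΔCsn1s2bE tissue against WT was lost in 3 of 6 fits without 1 library. That of Csn3 was lost in 6 of 6 (highest adjusted p = 0.151). These comparisons with WT cannot be separated from the difference between the label sets. Among the genes lower in ΔCsn1s2bE than in ΔCsn3PE tissue were Rtp4 at -4.21 (standard error 0.28, adjusted p = 0.000203) and Ifit1 at -3.33 (standard error 0.27, adjusted p = 0.000462), which both kept their calls in each of the 5 fits without 1 library. Oas1a had no reads in the 3 ΔCsn1s2bE libraries and was at least 30.4-fold lower than in ΔCsn3PE tissue, taking 3 counts per library. Against WT the calls were 2950 higher and 2576 lower in ΔCsn1s2bE tissue and 2353 higher and 1968 lower in ΔCsn3PE tissue, and with library totals 5444 and 874, and 5103 and 627, as the median of all genes moved by 0.40 and 0.42.

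Of 19 milk protein genes outside the casein locus, 0 passed in edgeR in ΔSE tissue at p18 (1 lower when adjusted over the list alone, 7 at an unadjusted p under 0.05, 0 by DESeq2), and their median log2 fold change was -0.61. Of 18 genes of lactose synthesis and transport, 0 passed (8 lower when adjusted over the list alone, 9 at an unadjusted p under 0.05, 4 by DESeq2), with B4galt1 at -1.02 (standard error 0.24, adjusted p = 0.0779). The camera test gave an adjusted p of 0.451 and 0.247 for these lists with an estimated correlation. The skeletal muscle list had a median of -7.05 in the same comparison, with 0 of 11 called by edgeR (11 lower when adjusted over the list alone, 11 at an unadjusted p under 0.05, 11 by DESeq2).

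Milk protein genes outside the locus thus had a lower median in ΔSE tissue at p18. Distortion of the scaling by a few abundant genes is argued against, since the median was -0.60 without genes above 1% of counts. A lower share of epithelial cells is argued against by the luminal epithelium list, whose median was 0.15 (standard error 0.074). An earlier point of differentiation cannot be told apart, since the hormone-sensing list had a median of 0.29 with a standard error of 0.41. An effect of the SE deletion on these genes may be direct or follow from the state of the tissue, and was not tested.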
